# The Wnt Receptor, Lrp5, Is Expressed by Mouse Mammary Stem Cells and Is Required to Maintain the Basal Lineage

**DOI:** 10.1371/journal.pone.0006594

**Published:** 2009-08-12

**Authors:** Nisha M. Badders, Shruti Goel, Rod J. Clark, Kristine S. Klos, Soyoung Kim, Anna Bafico, Charlotta Lindvall, Bart O. Williams, Caroline M. Alexander

## Abstract

**Background:**

Ectopic Wnt signaling induces increased stem/progenitor cell activity in the mouse mammary gland, followed by tumor development. The Wnt signaling receptors, Lrp5/6, are uniquely required for canonical Wnt activity. Previous data has shown that the absence of *Lrp5* confers resistance to Wnt1-induced tumor development.

**Methodology/Principal Findings:**

Here, we show that all basal mammary cells express Lrp5, and co-express Lrp6 in a similar fashion. Though Wnt dependent transcription of key target genes is relatively unchanged in mammary epithelial cell cultures, the absence of Lrp5 specifically depletes adult regenerative stem cell activity (to less than 1%). Stem cell activity can be enriched by >200 fold (over 80% of activity), based on high Lrp5 expression alone. Though *Lrp5* null glands have apparent normal function, the basal lineage is relatively reduced (from 42% basal/total epithelial cells to 22%) and Lrp5−/− mammary epithelial cells show enhanced expression of senescence-associated markers *in vitro*, as measured by expression of p16^Ink4a^ and TA-p63.

**Conclusions/Significance:**

This is the first single biomarker that has been demonstrated to be functionally involved in stem cell maintenance. Together, these results demonstrate that Wnt signaling through Lrp5 is an important component of normal mammary stem cell function.

## Introduction

The Wnt signaling pathway is required for normal development, but when ectopically expressed, is highly oncogenic for human epithelia [1]. Wnt signaling is used at many different developmental stages, as an effector of pathways involved in processes as distinct as planar cell polarity, neuronal axon guidance and the activation and regulation of somatic epithelial stem/progenitor cell compartments [2], [3], [4], [5]. This latter function appears to be key to the oncogenic role of Wnt signaling. In gut, the mutation of key tumor suppressor molecules in the Wnt signaling pathway leads to amplification of stem/progenitor compartments, followed by the appearance of differentiated adenomas and tumors [6], [7], [8]. Our previous data has shown that gain of function of Wnt signaling in mammary glands also induces an increase in the stem/progenitor cell activity in the preneoplastic condition [9].

In order to understand the normal function of Wnt signaling in mammary glands, we chose to study how loss of function of Wnt signaling affected mammary development.

There are many Wnt-dependent signaling events, but only one pathway has so far been associated with the stem cell functions and oncogenic properties. This so-called canonical pathway is mediated by the interaction of Wnt ligands with a pair of cell surface receptors, comprising a Frizzled receptor and an Lrp5 or -6 receptor [10], [11]. Binding of the Wnt ligand to the Frizzled and Lrp5/6 receptor is followed by the recruitment of axin from the β-catenin destruction complex, stabilization of β-catenin and, transactivation of specific target genes via a β-catenin/TCF complex [12].

There are many members of the Wnt family of secreted lipoglycoprotein ligands [13], and several (Wnt-2,-4,-5a,-5b,6,7b) are expressed during mammary gland development [14], [15], [16], [17], [18]. Similarly, there are 10 known Frizzled homologues, of which Frizzled 1–8 are known to be expressed in mammary epithelial cells [19]. However, there is an absolute requirement for either Lrp5 or Lrp6 for canonical Wnt signaling [20]. Lrp5 and -6 belong to the LDL receptor related protein family of single-span transmembrane receptors, which mediate binding and internalization of various lipoprotein particles [21].

Current studies have not addressed whether Lrp5 and Lrp6 have distinct molecular properties. Ablation of *Lrp5* and *Lrp6* produce entirely different phenotypes in mice. Lrp6 expression appears to be widespread in embryonic tissues and is essential for embryonic development. Mammary development fails in the absence of Lrp6; both epithelial outgrowth of the placode and the formation of the host adipose tissue is affected [22]. The role of Lrp6 in adult tissues is unclear, but loss of function mutations have been linked with human cases of coronary artery disease [23]. In contrast, *Lrp5* null mice are viable, although they exhibit defects in bone ossification and vascularization of the eye [24], [25]. In adult tissues, Lrp5 mRNA and protein levels are high and widely expressed in tissues such as bone, pancreas, central nervous system, and in phagocytic cells [21], [26]. Loss of function mutations have been associated with heritable cases of osteoporosis as well as Type I diabetes [27], [28].

In the mammary gland, Wnt signaling is required for specification and outgrowth of the mammary rudiment from the embryonic skin [16], and a Wnt reporter strain shows high Wnt signaling activity at this stage [15], [29]. Since inhibition of Wnt signaling prevents gland formation [15], it has been difficult to determine the functional role of Wnt signaling in later and adult stages of mammary gland development.

Wnt signaling has been shown to be important not only to the maintenance of stem/progenitor compartments in gut, but in a number of other cell lineages. These include hematopoetic and embryonic stem cells [30], [31], [32]. Specifically, several components of the canonical Wnt signaling pathway have been found to be expressed in both embryonic and hematopoetic stem cell populations. Moreover, treatment with Wnt ligands or downstream activation of the Wnt signaling pathway inhibits differentiation and promotes self-renewal of these cells [30], [31]. Studies published in 2006 [33], [34] showed that subpopulations of basal mammary cells could be isolated from the total population, that show enhanced regenerative capacity when assayed *in vivo* (described by their ability to regenerate a mammary tree when transferred to a host cleared fat pad). A single cell from this population was sufficient to recreate a whole gland, and they were coined somatic mammary stem cells. These subpopulations are separated by their high expression of both CD24 and CD49f (α6 integrin, or CD29, β1 integrin), but their purity is unlikely to be higher than 5%. Neither of these markers alone is useful for the identification of stem cells, or indeed resolution of whole mammary epithelial cell populations. Therefore, the behavior of the cells that are key to the growth or regeneration of glands has not yet been described. It has become a high priority to find a molecule (preferably one functionally involved in determining stemness) that is a specific marker of stem cell function, for their evaluation during normal and pathogenic development.

Previously, we showed that *Lrp5* null mammary glands, though grossly normal (albeit developmentally delayed), were remarkably resistant to Wnt1-induced tumor development [29]. This resistance occurred despite the presence of Lrp6, and served to focus our attention on the specific functions of Lrp5. *Lrp5* null glands were almost devoid of regenerative potential when tested by *in vivo* stem cell assay. Here, we show that both Lrp5 and -6 proteins are expressed in the basal epithelial cell population. We also show that the loss of *Lrp5* does not significantly affect the response of cultured mammary epithelial cells (MECs), tested with an *in vitro* Wnt reporter assay. The absence of *Lrp5* generates a selective loss of the basal cell population, though the function of mammary glands is entirely preserved. Furthermore, the cells tend to become senescent in culture. In addition, we find that cells expressing high levels of Lrp5 co-localize with the CD24/CD49f double-positive stem cell-enriched fraction and have enhanced stem cell function *in vivo*.

## Results

### Lrp5 and 6 Expression is Localized to Basal Mammary Epithelial Cells

Lrp5 and Lrp6 proteins contain >70% amino acid sequence homology [21]. Prior studies have shown no clear patterns of expression of Lrp5 and -6, depending upon the antibody reagents used, the assay, and the fixation conditions. To ensure that our analyses can resolve Lrp5 and Lrp6, we transfected HEK293 cells with constructs coding for either Lrp5 or Lrp6. Western blotting, immunofluorescence, and flow cytometry staining of transfected 293 cells found both Lrp5 and Lrp6 antibodies were specific to each receptor (Figure S1).

By immunofluorescent assay, quiescent virgin glands showed specific staining of Lrp5 in basal epithelial cells (determined by their co-expression of either keratin 5 (K5) or smooth muscle actin (SMA); Fig. 1), but not luminal cells. Interestingly, we did observe specific staining in the stroma of Lrp5 +/+ mammary glands, which was absent in Lrp5 −/− glands. There was high background staining of the adipocytes in these paraffin-embedded samples, demonstrated by a persistent staining pattern in these cells in *Lrp5*−/− glands, where the specific basal cell-associated stain is absent. Overall, ductal development and morphogenesis in Lrp5−/− mammary glands is almost normal (a little delayed and hypo-branched; Lindvall et al 2006). These immunohistochemical data show that the relative cellular architecture and arrangement is also normal.

**Figure 1:**
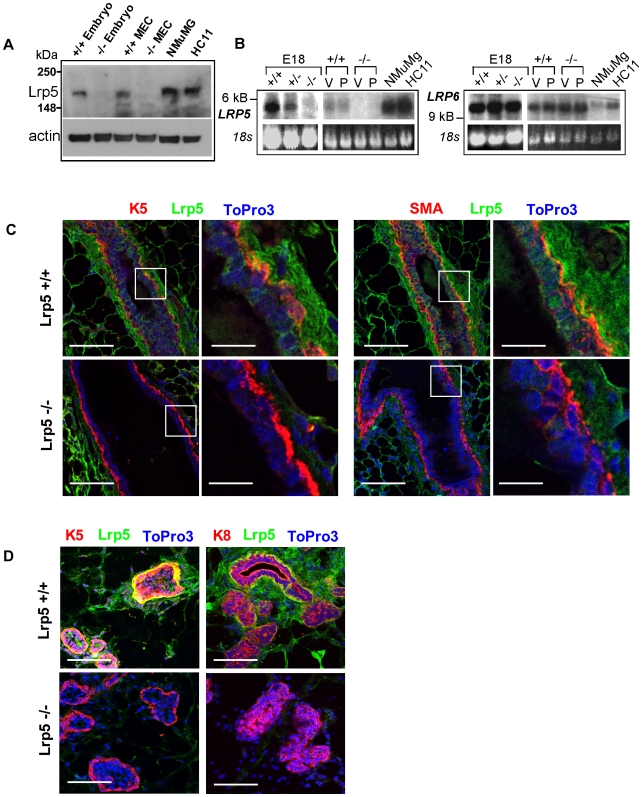
Lrp5 is Expressed in Mouse Mammary Epithelial Cells. A) Western blot of lysates prepared from E10-12 *Lrp5* +/+ and −/− embryos, primary MECs, and the NMuMG and HC11 cell lines. B) Northern blots of RNA prepared from E18 *Lrp5* +/+, +/−, −/− embryos, primary virgin (V) and 14 day pregnant (P) MECs, NMuMG and HC11 cell lines were probed for either Lrp5 or Lrp6 mRNA expression. 18S was used as a loading control. C) Immunohistochemistry was used to localize Lrp5-expressing cells in virgin *Lrp5* +/+ and −/− paraffin embedded mammary glands. Lrp5 (green) was co-localized with K5 or SMA (red), and nuclei stained with ToPro3 (blue) as indicated, scale bars = 20 µm. Insets depict 5×enlargements, scale bars = 4 µm. D) Frozen sections of 10 day pregnant mammary glands from *Lrp5* +/+ and −/− mice were subjected to the same analysis, scale bars = 20 µm.

In frozen sections of mammary glands from pregnant mice, we confirmed that the morphogenesis and growth typical of this stage is normal, and that the basal cell pattern of expression was continued (co-localization with basal markers, and exclusion from luminal, keratin 8 (K8)-positive cells).

Northern analysis of mRNA and Western analysis of proteins from embryos and isolated MECs confirmed the loss of *Lrp5* expression in these mice (Fig. 1B). Lrp5 mRNA was expressed at similar levels in glands from both virgin and pregnant mice. In the absence of Lrp5, there was no significant compensatory upregulation of Lrp6 (at the mRNA level)

To verify that Lrp5 was expressed in basal cells, we used the flow cytometric analysis of *BALB/c* MECs described by Stingl et al, separating basal and luminal cells by their dual staining with CD24 and CD49f [34]. Analysis of Lrp5 expression in addition to CD24 and CD49f revealed that Lrp5 expression was predominantly localized to the basal lineage (Fig. 2A). Though the intensity of Lrp5 staining was much lower in *C57Bl6* MECs, analysis of this strain also showed that only basal cells expressed Lrp5, and that this staining was absent in the corresponding *C57Bl6 Lrp5* −/− MECs (Figure S2).

**Figure 2:**
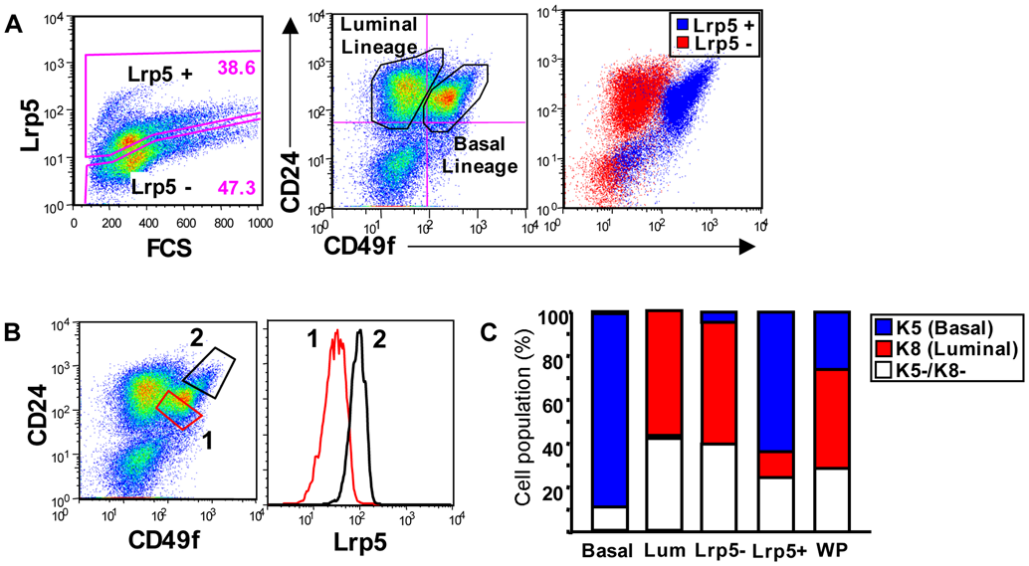
Lrp5 is Expressed by Basal Mammary Epithelial Cells. A) *BALB/c* virgin MECs were stained with CD24, CD49f, and Lrp5 prior to FACS analysis. MECs were gated for positive (blue) and negative (red) Lrp5 expression and the subsequent CD24/CD49f profile of the populations were overlaid. B) Basal MECs were gated based on the magnitude of CD24/CD49f expression level, as CD24^low^/CD49f^low^ (1, red) or CD24^high^/CD49f^high^ (2, black). The relative Lrp5 expression levels of each population were then overlaid as histograms. C) Basal, Luminal, Lrp5+, Lrp5-, and whole population (WP) MEC fractions (gates show in A) were isolated by FACS and subsequently stained for K5 and K8 to confirm their purity and cellular phenotype.

The expression of Lrp5 was not equal in all basal cells; indeed the non-regenerative myoepithelial population (relatively lower CD24/CD49f; Stingl et al 2006) had low Lrp5 expression, whereas the regenerative mammary repopulating units (MRU) fraction had higher Lrp5 expression levels (Fig. 2A and B). Isolation of cell fractions by flow cytometry, followed by staining of sorted populations with antibodies to keratin 5 (K5) and -8 (K8) confirmed that the accuracy of gating for the basal and luminal cell populations was high. Likewise, isolation and staining of the Lrp5-positive and -negative populations for K5 and K8 showed that the Lrp5-positive population consists predominantly of basal cells and the Lrp5 negative population contains mostly luminal cells (Fig. 2C).

Staining of *BALB/c* MECs with anti-Lrp6, in addition to CD24 and CD49f, demonstrated that Lrp6 is also predominantly localized to the basal cell lineage (Fig. 3A) and the magnitude of Lrp6 expression is greater in basal cells expressing high levels of CD49f and CD24 (Fig. 3B). Furthermore, staining of isolated Lrp6 positive cells for K5 and K8 showed that these cells are predominantly basal (Fig. 3C). We conclude that most basal cells express both Lrp5 and Lrp6.

**Figure 3:**
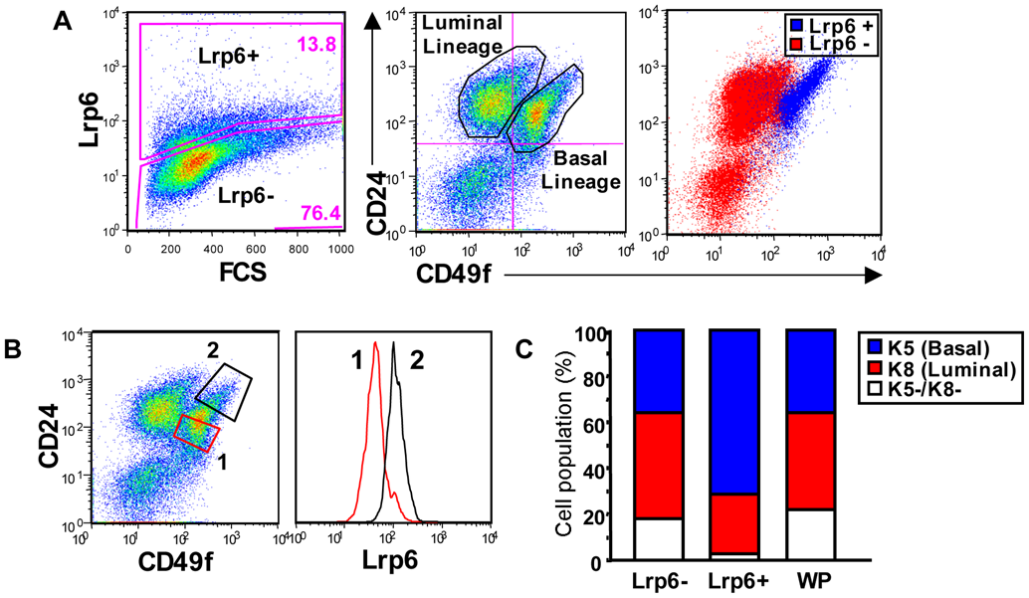
Lrp6 is co-expressed by Basal Mammary Epithelial Cells. A) *BALB/c* virgin MECs were stained with CD24, CD49f, and Lrp6 prior to FACS analysis. MECs were divided into Lrp6+/high and Lrp6-/low, and these populations were overlaid onto the CD24/CD49f profile (Lrp6+ in blue, Lrp6- in red). B) Basal MECs were analyzed as described in Fig. 2b, to test the magnitude of Lrp6 expression relative to CD24/CD49f. C) Lrp6+, Lrp6-, and whole population (WP) MEC fractions were isolated by FACS and subsequently stained for K5 and K8 to determine their cellular phenotype.

### High Lrp5 Expression Identifies a Stem Cell Enriched Population

Previously, CD24^+^CD49f^high^ antibody staining has been shown to identify a population of MECs highly enriched in stem cell activity, termed mammary repopulating units (MRU) [33], [34]. The stem cell frequency of the MRU fraction was estimated to be 1/60–1/90 cells based on ductal outgrowth upon transplantation into cleared fat pads [34], [35]. To evaluate the functional stem cell activity of Lrp5-expressing cells, we separated high- and low Lrp5-expressing cells. Flow cytometric analysis using differential C49f/CD24 staining pattern showed that the Lrp5-high cells were enriched in the MRU fraction (Fig. 4A). Approximately 50% of Lrp5-high cells were distributed to a previously undefined region of the CD24/CD49f FACS profile. Further analysis revealed this fraction primarily contained von Willebrand factor (VWB) positive endothelial cells (Fig. 4B). Although CD31 positive cells were excluded by previous gating, sorting and staining of Lrp5 negative and positive populations, confirmed that approximately 40% of the Lrp5-positive cell fraction was VWB positive (Fig. 4C).

**Figure 4:**
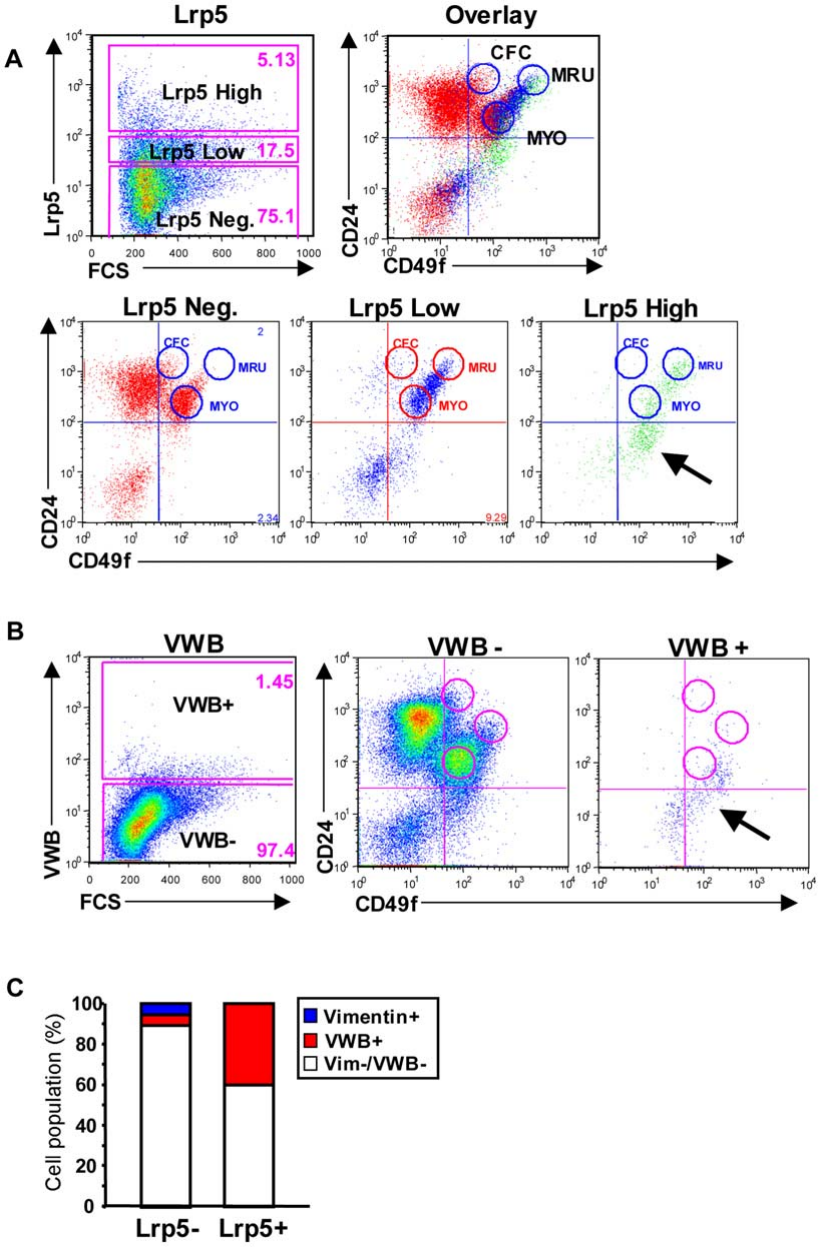
Lrp5 is Expressed by Cells that Co-Purify with Stem Cells by Flow Cytometry. A) Single cell preparations of virgin *BALB/c* MECs were stained with CD24, CD49f, CD45, and CD31, in addition to Lrp5 prior to FACS analysis. Gates were set to distinguish Lrp5 negative (red), low (blue), and high (green) expressing MECs. The CD24/CD49f profiles for each population were then overlaid. Arrow in Lrp5 high panel indicates previously uncharacterized region of CD24/CD49f profile. B) MECs were stained with von Willebrand factor (VWB), in addition to CD49f and CD24. Gates were drawn to indicate VWB positive and negative populations and the CD24/CD49f profiles were plotted for each respective population. Arrow indicates VWB+ cell population that co-localizes with a fraction of Lrp5 high MECs shown in A. C) Lrp5+ and Lrp5- MEC fractions were isolated by FACS and stained for Vimentin and VWB expression.

Transplantation of Lrp5 high cells in limiting dilutions into cleared fat pads demonstrated that Lrp5 high cells possess significantly augmented ductal stem cell activity compared to the whole population (Fig. 5A). The estimated stem cell frequency was found to increase from 1/7,760 cells in the whole population to 1/485 in the Lrp5-high fraction (a 16-fold enrichment in mammary stem cells; Fig. 5B). In addition, Lrp5 negative cells were depleted of ductal stem cell activity (1/107,272 cells) compared to the whole population, and the overall recovery of stem cell function in the Lrp5-high fraction was 80%. Based on this one marker (and assuming a 50% dilution with VWB-positive endothelial cells), the overall stem cell enrichment is only 3-fold lower than in the MRU fractionation protocol (p = 0.049, Fig. 5B).

**Figure 5:**
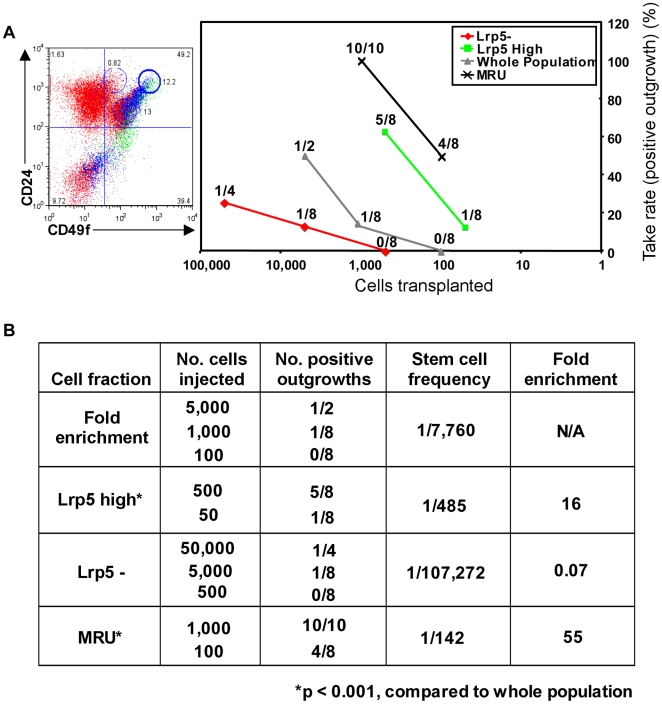
Lrp5-High Cells are Enriched for Stem Cell Activity. A) Mammary epithelial cells were isolated from 10-week, virgin *BALB/c* mice, stained for Lrp5 and FACS sorted, as described above. Lrp5 high (red) and negative (green) MECs were then transplanted into cleared fat pads of 3-week *BALB/c* recipient mice. Following 8 weeks, mammary glands were harvested, carmine stained, and scored for primary outgrowths, as described above. Transplantations of the MRU sub-population (black), in addition to the FACS sorted, unfractionated population (Whole Population, gray) served as controls. Left panel is a representative CD24/CD49f FACS profile, depicting overlaid Lrp5- (red), Lrp5 low (blue), and Lrp5 high (green) populations. B) Estimation of stem cell frequencies for each transplanted population. Stem cell frequencies, fold enrichment, and p values were calculated using limdil software (http://bioinf.wehi.edu.au/software/limdil).

Using limiting cell dilutions (10k *C57Bl6* MECs) and scoring both the robust outgrowths and partial outgrowths, we confirmed that Lrp5-/cells have less stem cell activity. Interestingly, outgrowths from mixtures of control and *Lrp5−/−* cells contained labeled (control) and unlabeled Lrp5−/− cells. In other words, outgrowths were not clonal and Lrp5−/− cells can contribute to outgrowths in the presence of wild type cells (Figure S3).

Although stem cell populations are clearly depleted in Lrp5−/− glands, this has no obvious effect on function of glands during pregnancy; indeed there are no differences in lactation of multiparous Lrp5−/− breeders, or in their mammary ductal trees (Figure S4), despite at least 8 months of estrus cycling and 3 pregnancies. We conclude that regenerative basal stem cells are not required to contribute to lobuloalveolar development.

### Lrp5 Expression is Required for Maintenance of the Basal Cell Layer

Since Lrp5 positive cells are localized to the basal epithelial layer and ductal stem cell activity is depleted in *Lrp5* null mammary glands, we quantified basal cells in populations of MECs from *Lrp5*−/− mice using flow cytometry. Though it was difficult to quantify basal cell depletion *in vivo* (Fig. 1), flow cytometric analysis revealed a two-fold depletion of basal cells with respect to total epithelial cells (Fig. 6A). The frequency of basal cells in the total mammary epithelial cell population decreased from approximately 4.2 to 2.2 basal cells per 10 epithelial cells. In contrast, basal cell frequency increased in *C57Bl6 MMTV-Wnt1* (*MMTV-Wnt1*) hyperplastic MECs, suggesting that Lrp5-dependent Wnt signaling is important for normal differentiation of basal cells.

**Figure 6:**
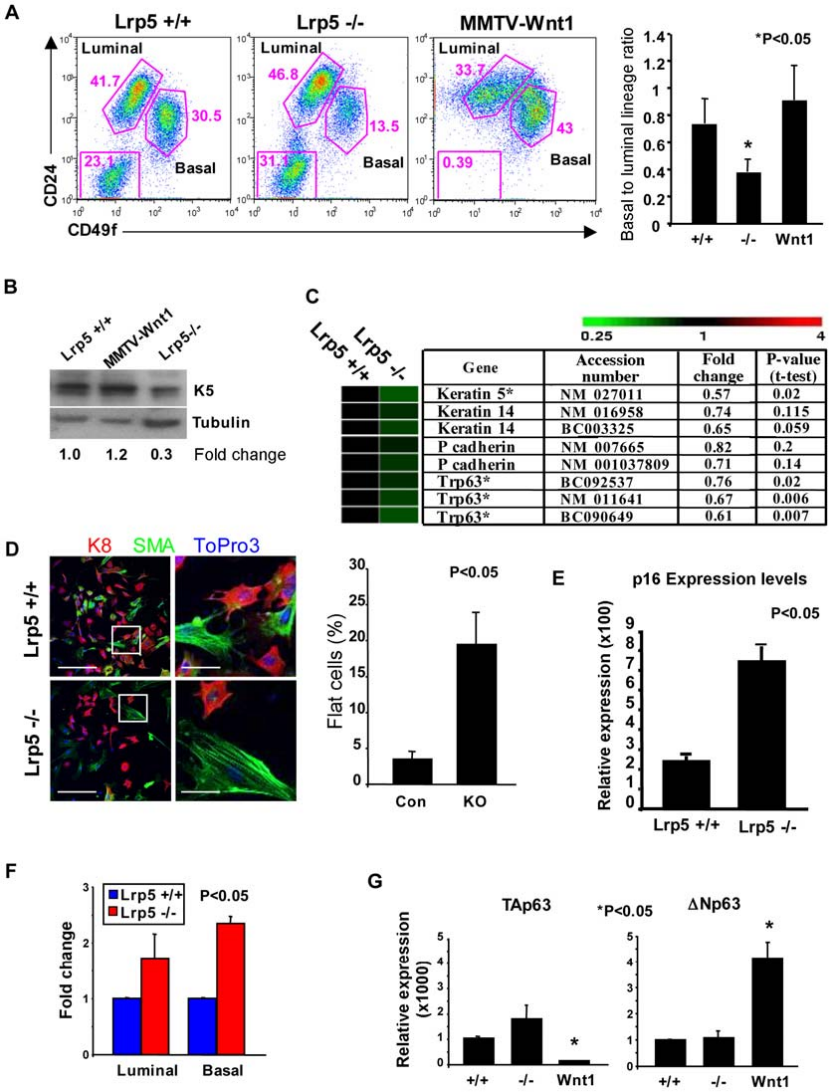
In Lrp5 Null Glands, the Basal Cell Population is Depleted. A) FACS analysis of *Lrp5* +/+, −/−, and *MMTV-Wnt1* MECs stained with CD49f and CD24. Gates were drawn to indicate the luminal and basal lineages. Right panel, quantification of the ratio of basal to luminal cells from three independent FACS analyses of CD24/CD49f profiles, shown in left panel. B) Western analysis of lysates prepared from uncultured *Lrp5* +/+, −/−, and *MMTV-Wnt1* MECs. Blots were probed with the basal cell marker, K5, and re-probed with tubulin, as a loading control. C) Representative heatmap and statistical analysis of basal markers from microarray of *Lrp5* +/+ and −/− MECs. Samples were analyzed by GeneSifter software and compared by t-test, *p<0.05. D) Immunofluorescent staining of cultured *Lrp5* +/+ and −/− MECs. Cells were cultured for 3 days in normal culture media and stained for K8 (red), SMA (green), and DNA (blue), scale bars = 20 µm. Insets depict 5×enlargements, scale bars = 4 µm. The number of large, flattened SMA positive cells were quantified from several fields of immunofluorescent staining of Lrp5 +/+ and −/− cultured MECs from two independent experiments. E) Quantification of *p16^Ink4a^* mRNA levels from *Lrp5* +/+ and −/− MECs, after 3 days of culture. F) Quantification of *p16^Ink4a^* mRNA expression levels of purified luminal and basal *Lrp5* +/+ and −/− MECs after culture. mRNA levels were normalized to the housekeeping genes, *TBP* and *HPRT*. Normalized expression = 2^−ΔCt^ (see Methods S1). G) Quantification of *TA-p63* and *ΔN-p63* mRNA expression levels of uncultured *Lrp5*+/+, −/−, and *MMTV-Wnt1* MECs. Data is expressed as fold change over Lrp5 +/+. Data were compared by Wilcoxon Rank Sum Test. Significance was established at p<0.05.

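All 8 features of the panel had lower mean log2 values in Lrp5−/− than in Lrp5+/+ MECs. Their mean log2 fold change was −0.35 (standard error 0.18, exact permutation p = 0.11). Krt14 encodes the partner of K5 in the filaments of basal cells and lies on chromosome 11 of mm8. Its feature NM_016958 (100019251 to 100023600) averaged 6461 ± 1210 (SD, n = 6) in Lrp5+/+ and 4941 ± 300 (SD, n = 3) in Lrp5−/− MECs, a log2 fold change of −0.37 (standard error 0.17, adjusted p = 0.44 from limma). Its feature BC003325 (100019253 to 100022120) averaged 5341 ± 1180 (SD, n = 6) and 3638 ± 236 (SD, n = 3), a log2 fold change of −0.52 (standard error 0.20, adjusted p = 0.35 from limma). Cdh3 encodes P-cadherin, a cell adhesion protein of basal cells, and lies on chromosome 8 of mm8. Feature NM_007665 (109400019 to 109445276) averaged 4048 ± 728 (SD, n = 6) and 3741 ± 1080 (SD, n = 3), a log2 fold change of −0.14 (standard error 0.22, adjusted p = 0.87 from limma). Feature NM_001037809 (109400041 to 109446037) was dimmer and had a log2 fold change of −0.21 (standard error 0.26, adjusted p = 0.82 from limma). Without Lrp5−/− replicate 1 the Cdh3 log2 fold changes were 0.10 and 0.01, so that 6 of the 8 features lay below 0.

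None of the 8 features passed limma's adjusted threshold over all features or adjusted over the list alone, and 3 were lower at an unadjusted p under 0.05. That unadjusted count was 0 without Lrp5−/− replicate 2, 1 without Lrp5−/− replicate 1 or Lrp5+/+ replicate 3, and 5 without Lrp5+/+ replicate 4. The methods' t-test counted 2 lower features on log2 values and 1 on linear values at the paper's threshold, and none after adjustment. The legend calls them basal markers, and on what basis they were chosen among basal markers is not given in the sources used here. The count adjusted over the list alone was 4 within array set 1, 2 with the array set as a block, and 5 without Lrp5+/+ replicate 4. For array set 1 alone the mean log2 fold change of the 8 features was −0.53 (standard error 0.14, exact permutation p = 0.1, the smallest that 3 arrays against 3 allow), and against the Lrp5+/+ arrays of set 2 it was −0.17 (standard error 0.19), with 5 of the 8 features below 0.

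**Figure D1:**
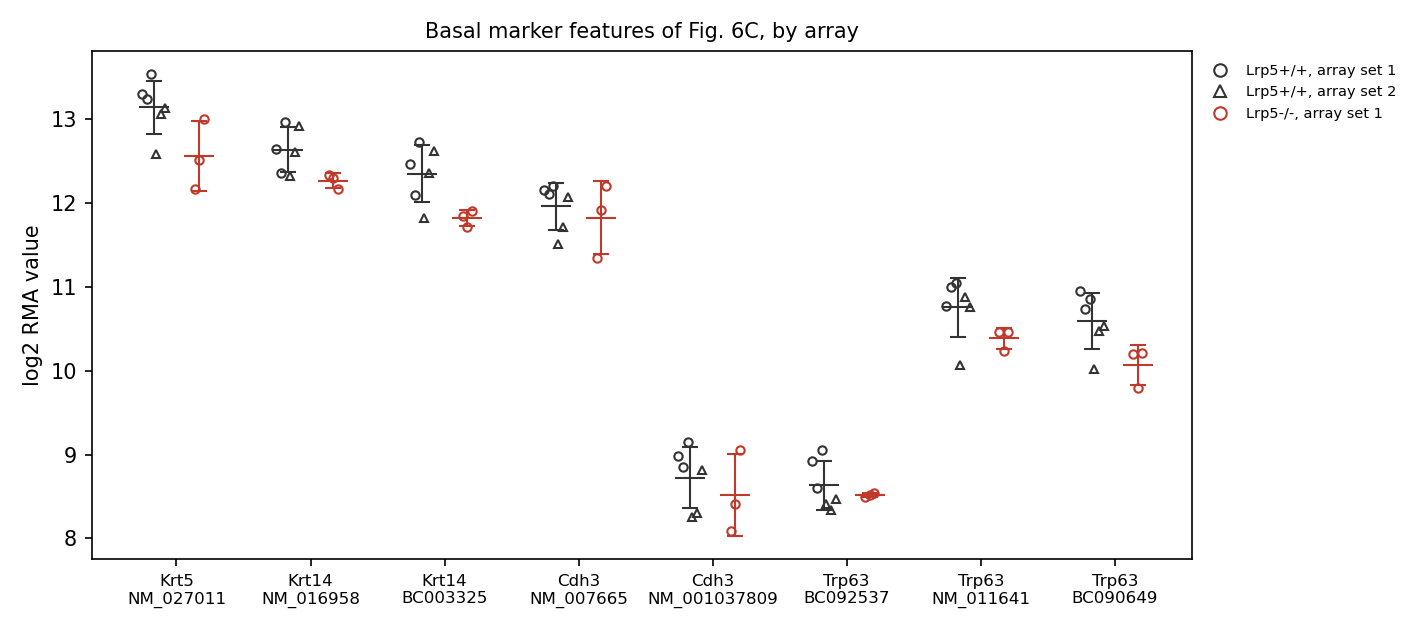
Log2 RMA values (vertical axis) of the 8 features of Fig. 6C (horizontal axis) on each array. Circles are arrays of array set 1, triangles arrays of array set 2, dark gray Lrp5+/+ and red Lrp5−/−, and the lines give the mean ± SD of each genotype. The Lrp5−/− mean lies below the Lrp5+/+ mean for each feature, and for each of the 8 features the values of the genotypes overlap.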

To confirm this result, we assessed the level of expression of lineage-specific markers using biochemical analysis. Lysates were prepared from primary MECs isolated from *Lrp5* +/+, *Lrp5* −/−, and *MMTV-Wnt1* mice (to examine the loss- and gain of function conditions). There was less (0.3×) K5 expressed in *Lrp5*−/− glands, and slightly more (1.2) in glands from *MMTV-Wnt1* mice (Fig. 6B). A similar pattern was observed for K5 mRNA expression in isolated *Lrp5* −/− and *MMTV-Wnt1* MECs as well as from E10-12 embryos (Figure S5). 

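RNA of MECs was measured on 9 single color NimbleGen arrays, 6 of Lrp5+/+ and 3 of Lrp5−/− MECs. Each array held the RNA of 1 pool of MECs from 5 mice of 12 to 16 weeks of age, so the spread between arrays is a spread between pools of separate mice. The arrays carried 42586 features, 42566 of them with 9 probes. The authors extracted the scans with NimbleScan and computed 1 expression value per feature with the Robust Multichip Average (RMA). These deposited values are intensities on a linear scale, with medians of 273.0 to 320.4 per array. They were used as log2 values without further normalization, and the genotypes were compared for each feature with limma, with p-values adjusted by the Benjamini-Hochberg method over all features. For single features, an exact permutation test, two-sided, took the difference in mean log2 value over all 84 splits of the arrays, and its smallest possible p is 0.012. The log2 values correlated at 0.970 to 0.991 between arrays of a genotype and at 0.971 to 0.993 between genotypes. The number of arrays limits the precision of every value. The array numbers fall in 2 sets, with the Lrp5−/− arrays and Lrp5+/+ replicates 1 to 3 in array set 1 and Lrp5+/+ replicates 4 to 6 in array set 2, so values within array set 1 are given beside the others. Whether the sets are batches of arrays or of hybridizations is not given in the sources used here.

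Lrp5 itself was lower in the Lrp5−/− MECs on both of its features, which lie on chromosome 19 of mm8. Feature BC011374 (3584830 to 3686546) averaged 8166 ± 1260 (SD, n = 6) in Lrp5+/+ and 1387 ± 213 (SD, n = 3) in Lrp5−/− MECs. This is a log2 fold change of −2.55 (standard error 0.16, adjusted p = 0.00042 from limma). Feature NM_008513 (3584868 to 3686554) had a log2 fold change of −2.51 (standard error 0.18, adjusted p = 0.00064 from limma). Both features were lower on every Lrp5−/− array than on every Lrp5+/+ array (exact permutation test, p = 0.012). Within array set 1 the log2 fold changes were −2.56 and −2.50, with limma's adjusted p = 0.053 for each, and with the array set as a block the adjusted p was 0.0066 and 0.0075. The remaining signal lies above the median of the arrays, and where the probes lie relative to the disrupted part of the gene is not given in the sources used here. Over all features, 10 were higher and 4, both Lrp5 features among them, were lower in Lrp5−/− MECs at an adjusted p under 0.05, and 2416 were higher and 2525 lower at an unadjusted p under 0.05. With the array set as a block 5 were higher and 4 lower, and within array set 1 alone none was higher and 1 was lower. Without any single one of Lrp5+/+ replicates 2 to 6 or Lrp5−/− replicates 1 and 2, the number of higher features was 2 to 6. The methods' t-test on log2 values counted 2270 higher and 2451 lower features at the paper's threshold, and 8 higher and 4 lower after Benjamini-Hochberg adjustment.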

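The basal keratin gene Krt5 had a ratio of 0.668 between Lrp5−/− and Lrp5+/+ MECs, and the 3 features of Trp63, which encodes p63, had a mean ratio of 0.797. Genes of basal cells lay mostly below 0 and genes of luminal cells mostly above 0, each represented by its brightest feature, and on these features no gene of either group passed the adjusted threshold. The dimmer feature NM_008604 of the basal gene Mme was lower and did pass (adjusted p = 0.025 from limma), but not in array set 1 alone (adjusted p = 0.31), with the array set as a block (0.10), without any one Lrp5−/− replicate (0.085 to 0.14) or without any one of Lrp5+/+ replicates 2 to 5 (0.055 to 0.069). Krt5 (feature NM_027011, chromosome 15 of mm8, 101535103 to 101540925) averaged 9236 ± 1910 (SD, n = 6) in Lrp5+/+ and 6222 ± 1820 (SD, n = 3) in Lrp5−/− MECs. Its log2 fold change was −0.58 (standard error 0.23, adjusted p = 0.36 from limma, exact permutation p = 0.036 without adjustment). The mean log2 fold change of the Trp63 features was −0.34.

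Of 24 basal genes listed before the data were examined, 17 had a log2 fold change below 0 and 7 above. On their brightest features none passed limma's adjusted threshold over all features or adjusted over the list alone, and 4 were lower and none higher at an unadjusted p under 0.05. Among these 4 were Egfr, the receptor of epidermal growth factor, at −0.71 (standard error 0.20) and the Notch ligand gene Jag2 at −0.48 (standard error 0.16). Acta2, which encodes SMA, had a log2 fold change of 0.07 (standard error 0.17) on its brighter feature BC064800, which was −0.06 within array set 1, and of −0.08 (standard error 0.33) on NM_007392. The list's median was −0.11 (adjusted p = 0.087 from limma's camera with a preset correlation, adjusted p = 0.72 with an estimated correlation). The list holds Krt5, Krt14, Trp63 and Cdh3 of Fig. 6C, whose printed values had been seen. Its other 20 genes had a median of −0.04 (SD over genes 0.32), and of −0.19 within array set 1. Of 24 luminal genes, 18 lay above 0 and 6 below, and again none passed either adjustment on its brightest feature. At an unadjusted p under 0.05, 2 luminal genes were higher, the progesterone receptor gene Pgr at 0.43 (standard error 0.16) and the protease inhibitor gene Spint1 at 0.33 (standard error 0.14). The median of the luminal list was 0.12 (adjusted p = 0.10 from camera, adjusted p = 0.70 with an estimated correlation), and the list passed camera's threshold without Lrp5−/− replicate 2 (adjusted p = 0.018), though not with an estimated correlation.

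Of the lists of other cell types, those of endothelium, fibroblasts, pericytes and immune cells passed camera's threshold, none of them with an estimated correlation. All 13 endothelial genes lay below 0, with a median of −0.36 (adjusted p = 0.00013 from camera, adjusted p = 0.38 with an estimated correlation) and of −0.21 within array set 1. Of 18 immune genes 16 lay above 0, with a median of 0.95 (adjusted p = 0.00012 from camera, adjusted p = 0.70 with an estimated correlation) and of 0.53 with the array set as a block (adjusted p = 0.22 from camera).

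In array set 1 alone, and equally with the array set as a block, the log2 fold change was −0.80 for Krt5 and −0.56 for the mean of the Trp63 features, and the basal list's median was −0.28 (adjusted p = 0.00092 from camera within the set, adjusted p = 0.43 with an estimated correlation), while against the Lrp5+/+ arrays of set 2 these were −0.37, −0.12 and −0.04. The basal list's median was 0.02 without Lrp5−/− replicate 1, and the list passed camera's adjusted threshold without Lrp5+/+ replicate 4 or 5 or Lrp5−/− replicate 2 or 3 (adjusted p of 0.0043 to 0.049), in no case with an estimated correlation. The paper finds the relative depletion of basal cells in Lrp5−/− MECs by flow cytometry and by blots of K5. It reports a similar pattern for K5 mRNA in isolated MECs and in embryos (Figure S5), and gives the lower K5 and p63 of the arrays as further evidence.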

Microarray analysis of *Lrp5* +/+ and −/− MECs further corroborated the relative depletion of cells with the basal phenotype in *Lrp5* −/− MECs, where the basal markers K5 and p63 were found to be significantly down-regulated 0.57- and 0.68-fold, respectively, compared to Lrp5+/+ MECs (Fig. 6C). In addition, analysis of markers previously characterized to define the MRU sub-population were found to be relatively down-regulated in *Lrp5* −/− MECs (Figure S6).

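The paper defines the MRU fraction by CD24 and CD49f, and its introduction names CD29 as an alternative to CD49f. The genes of these surface markers had high intensities on the arrays, and none was called changed by limma. Cd24a (feature NM_009846, chromosome 10 of mm8, 43267583 to 43272680), which encodes CD24, averaged 39980 ± 5990 (SD, n = 6) in Lrp5+/+ and 38310 ± 9350 (SD, n = 3) in Lrp5−/− MECs. Its log2 fold change was −0.08 (standard error 0.19, adjusted p = 0.92 from limma), and it was 0.14 without Lrp5−/− replicate 2. Itga6, the integrin α6 gene that encodes CD49f, lies on chromosome 2 of mm8. Its feature BC058095 (71587778 to 71657597) averaged 27710 ± 1510 (SD, n = 6) and 32460 ± 4010 (SD, n = 3), a log2 fold change of 0.22 (standard error 0.13, adjusted p = 0.54 from limma). Its feature NM_008397 (71587921 to 71657597) had a log2 fold change of 0.39 (standard error 0.16, adjusted p = 0.38 from limma). Itgb1, the integrin β1 gene that encodes CD29 (feature NM_010578, chromosome 8 of mm8, 131571870 to 131619287), averaged 24900 ± 2160 (SD, n = 6) and 24030 ± 2540 (SD, n = 3), a log2 fold change of −0.05 (standard error 0.13, adjusted p = 0.92 from limma) that was 0.01 without Lrp5−/− replicate 1. Using array set 1 alone, the log2 fold changes were −0.01 for Cd24a, 0.23 and 0.32 for the Itga6 features and −0.11 for Itgb1. Among 19 measured genes of integrins and the basement membrane, 11 lay below 0 and 8 above. The integrin α3 gene Itga3 was the 1 gene that passed when adjusted over the list alone, with a higher value in Lrp5−/− MECs (log2 fold change 0.52, standard error 0.13, adjusted p = 0.20 over all features from limma), and none passed over all features. The laminin genes Lama1 and Lamb1 had log2 fold changes of −0.54 (standard error 0.16) and −0.50 (standard error 0.15), which did not pass. The list's median was −0.03, while camera's direction was upward (adjusted p = 0.96). The gene list of Figure S6 was not used here.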

Analysis of *Lrp5* +/+ and −/− MECs in culture showed that a significantly higher number of morphologically abnormal basal cells appeared in *Lrp5* −/− MECs. The flattened, stressed morphology is illustrated best by staining for smooth muscle actin (SMA) (Fig. 6D). To determine whether these abnormal basal cells in *Lrp5* −/− MECs were senescent, we examined the expression of p16^Ink4a^ in cultured primary MECS. mRNA levels of p16^Ink4a^ were significantly up-regulated (3.5x) in *Lrp5* −/− MECs (Fig. 6E). To find out whether this reflected specific changes in the basal lineage, cells were purified from these populations, and the luminal and basal cells cultured independently. p16^Ink4a^ expression was significantly increased in both the basal and luminal cells of *Lrp5* −/− mammary glands (Fig. 6F).

Another basal marker that showed significantly attenuated expression in these glands is p63 (a p53 family member). 

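The arrays hold 3 features of Trp63, the gene of p63, on chromosome 16 of mm8, and their log2 fold changes ranged from −0.12 to −0.52. Feature BC090649 (25717283 to 25807436) averaged 1577 ± 338 (SD, n = 6) in Lrp5+/+ and 1085 ± 168 (SD, n = 3) in Lrp5−/− MECs, a log2 fold change of −0.52 (standard error 0.21, adjusted p = 0.37 from limma, exact permutation p = 0.060). Feature NM_011641 (25717290 to 25807429) averaged 1772 ± 374 (SD, n = 6) and 1341 ± 116 (SD, n = 3), a log2 fold change of −0.37 (standard error 0.21, adjusted p = 0.53 from limma, exact permutation p = 0.15). On this feature Lrp5+/+ replicate 4 lay well below the other Lrp5+/+ arrays. Feature BC092537 (25717264 to 25792490) averaged 404.5 ± 85.4 (SD, n = 6) and 366.2 ± 5.62 (SD, n = 3), a log2 fold change of −0.12 (standard error 0.18, adjusted p = 0.85 from limma, exact permutation p = 0.60). Taken from array set 1 alone, the log2 fold changes were −0.77, −0.56 and −0.35, with limma's adjusted p of 0.48, 0.56 and 0.68, and against the Lrp5+/+ arrays of set 2 they were −0.27, −0.19 and 0.11. Which of the p63 isoforms each feature measures is not given in the sources used here. The 3 features of the related gene Trp53, which encodes p53, had log2 fold changes of 0.15 to 0.29, and none passed (adjusted p of 0.40 to 0.75 from limma).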

Expression of this gene is under the control of two distinct promoters, and the properties of each product are functionally associated with different stages of differentiation. Thus, a full length TA-p63 isoform may regulate p53-dependent transcription and has been associated with senescent cells [36], [37]. In contrast, expression of the truncated ΔN-p63 isoform, which suppresses p53 function, is associated with proliferative cell compartments [37], [38]. mRNA isolated from MECs from *Lrp5* +/+, −/−, and *MMTV-Wnt1* mice showed higher levels of levels of *ΔN-p63* in *MMTV-Wnt1* MECs, and very low *TA-p63*. *Lrp5*−/− MECS showed a reciprocal pattern, with relatively higher *TA-p63* (Fig. 6G).

### Loss of Lrp5 does not Affect the Wnt Signaling Transactivation Response of Cultured Mammary Epithelial Cells

Using qPCR, we evaluated the relative expression of *Lrp5* and *Lrp6* in *Lrp5*−/− mice, to determine whether there was a compensatory expression pattern for *Lrp6* in the absence of *Lrp5*. The amount of *Lrp6* mRNA was unchanged in *Lrp5*−/− MECs from virgin *Lrp5* +/+ mice (Fig. 7A). In order to assess Wnt transactivation, we used endogenous Wnt target gene expression (to circumvent artifacts associated with transfection of highly refractive primary cells). *Axin2* and *Gpr49* are downstream target genes in the Wnt signaling pathway. In MECs from virgin mice, the amount of *Axin-2* mRNA was not affected by the absence of *Lrp5* (Fig. 7B). Cultured MECs were treated with Wnt3a-containing conditioned medium (or control), and *Axin2* was found to be induced 6×even in *Lrp5*−/− MECs. Similarly, a 2–3×induction of *Gpr49* was observed in *Lrp5*−/− MECS (Fig. 7C). Moreover, we found the maintenance of Wnt signaling in *Lrp5*−/− MECs was not due to the up-regulation of *Lrp6* in response to culture conditions, since *Lrp6* mRNA levels remained relatively unchanged throughout the culture period (Figure S7). Taken together, these results indicate that although there was a significant change in the physiology of *Lrp5*−/− glands, the canonical Wnt response was largely normal. Potential explanations for that are described in the Discussion section.

**Figure 7:**
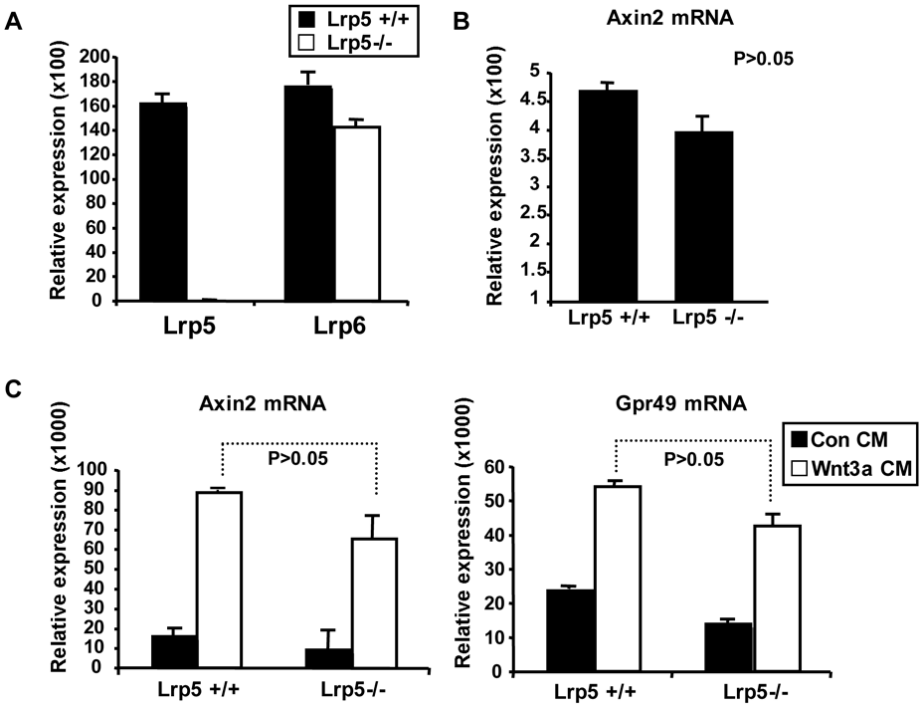
Wnt Signaling of Whole Populations is not Significantly Affected by the Absence of Lrp5. A) Quantification of *Lrp5* and *Lrp6* mRNA levels in *Lrp5* +/+ and −/− MECs. B) Quantification of expression of the Wnt target gene, *Axin2*, mRNA in *Lrp5* +/+ and −/− MECs. C) Quantification of *Axin2* and *Gpr49* mRNA expression levels in *Lrp5* +/+ and −/− MECs treated with Wnt3a or control conditioned media. All samples were cultured for three days and mRNA levels were normalized to the expression of the housekeeping genes, *TBP* and *HPRT* (as described in the Methods section). Normalized expression = 2^−ΔCt^ (see Methods S1). Data shown in A were compared by unpaired Student's t-test. Data shown in B and C were compared by Wilcoxon Rank Sum Test. Significance was established at p<0.05.

## Discussion

Previously, we have shown that Wnt1-induced, hyperplastic mammary glands accumulate undifferentiated cells (of both basal and luminal lineages) and ductal regenerative/stem cells (as a proportion of total) [9]. Here, we show an increased proportion of basal cells (measured by their CD24/CD49f profile and higher relative expression of basal marker proteins/total protein) and increased expression of a basal cell-associated p63 variant, ΔNp63, associated with proliferative function in basal cell lineages. These glands subsequently develop solitary differentiated tumors with multiple lineage characteristics. We show here (and Lindvall et al, 2006) that loss of *Lrp5* generates the reciprocal phenotype – slower ductal outgrowth, the accumulation of peri-senescent cells (of both lineages), almost total depletion of adult regenerative cells from the ductal tree, a reduced proportion of basal cells compared to luminal, and increased expression of the *TAp63* isoform, associated with senescence. We predict that these glands will be highly tumor resistant (for tumors arising in a basal cell precursor).

We have shown that Lrp5 is expressed together with Lrp6 on most/all basal cells of the mammary gland. However, most basal cells have a low cell surface expression of Lrp5, and only cells with a high level have enriched stem cell function. This fraction includes 80% of the mammary stem cells. Lrp5 is unique amongst the markers described so far for mammary epithelial populations for providing significant levels of stem cell enrichment without combining it with other markers.

Wnt1-induced mouse mammary tumors share a transcriptional signature with Brca1+/− and carcinogen-induced tumors [39], and these in turn share components of their basaloid signature with human basaloid tumors [40]. Characteristically, all of these tumors have residual basal cells, and are likely to derive from the basal lineage. It is perhaps not surprising then that the key components of the oncogenic Wnt signaling pathway are specifically expressed by basal cells.

There are data to suggest that gain of function of Lrp5 or -6 is important to breast cancer. Some human breast cancer cells have an autocrine Wnt signaling loop (Bafico et al 2004). Recently, a splice variant of Lrp5, ΔLrp5, was found in the majority (85%) of breast tumors, and was required for their continued growth. The deletion of the variant exons by splicing was associated with resistance to inhibition by Dkk1 [41]. These data suggest that ectopic Wnt signaling could be an important source of growth dysregulation in breast tumors. These tumors are not all basaloid, they include tumors of many classes, which suggests that the Lrp5-dependent growth pathway could become viable in many candidate tumor precursor cell types.

Lrp5 and -6 are co-expressed in the majority of basal cells. Lrp6 co-expression is high enough that the absence of Lrp5 has no effect on Wnt transactivation in response to Wnt3A (with no gross transcriptional compensation of Lrp6 mRNA). However, there is a very specific effect of the loss of *Lrp5* on the maintenance of adult somatic stem cell activity. This corresponds to the lack of tumorigenicity of Wnt1 in *Lrp5*−/− mammary glands (Lindvall et al, 2006). This could be explained by the following scenarios - 1) Lrp5 has a distinct function in mammary stem cell biology compared to Lrp6, 2) Lrp5 expression augments Lrp6 expression to push the total expression over a critical threshold for growth promotion, 3) both Lrp5 and -6 are required for the stem cell function, 4) the ligand for Lrp5/Fzd is not Wnt1/Wnt3A (whereas Wnt3A binds and stimulates Lrp6/Fzd), or 4) Lrp5 has a different subcellular presentation from Lrp6.

Often, Lrp5/6 are used in experiments interchangeably, since they exhibit high sequence homology. Though they show similar expression patterns in embryonic and adult tissues [42], [43], [44], they have distinct functions. For example, an allelic series of mutations in *Lrp5* and *6* in mouse embryos revealed that the *Lrp5* loss in combination with *Lrp6* loss produces a more severe phenotype than *Lrp6* loss alone, and that *Lrp6* loss is more severe than *Lrp5* loss alone [22], [45]. The loss of *Lrp5* tends to produce a subset of the phenotypes typical of *Lrp6* null mice. One possibility is relative ligand specificity, and this may be influenced by the presence of LDLR repeat sequences in the extracellular domains. Although the extracellular domains are highly conserved between the two receptors (73%), the LDLR repeats demonstrate significantly lower sequence homology [44]. In addition, the extraceullar domain of Lrp6 contains 10 putative glycosylation sites, whereas Lrp5 only contains 5, which may also play a role in directing ligand specificity.

Another possible mechanism leading to the divergent functions of Lrp5 and 6 may be cell surface presentation and intracellular processing of the receptors. Internalization of Lrp6 has been found to be regulated by clathrin, caveolin, ligand interaction (including R-spondin) and γ-secretase-dependent mechanisms [46], [47], [48], [49], [50], indicating Lrp6 (and possibly Lrp5) activity can be regulated by different internalization patterns. Although the internalization mechanism of Lrp5 is unknown, it likely differs from that of Lrp6, since the intracellular domains are much less conserved [44].

It is likely that Wnt ligands have specific cognate Frizzled receptors. This specificity has been demonstrated for Wnt5A, which can induce canonical signaling only when Fzd4 and Lrp5 (not Lrp6) are present [51]. Wnt5A is known to be expressed and bioactive during mouse mammary gland development; a gain of function inhibits ductal outgrowth, and loss promotes hyperproliferation [52]. Most Fzd mRNAs are expressed in virgin ductal mammary glands, except for Fzd4. If Fzd4 is expressed, it is a very low level, or in a very small subpopulation (unpublished data, Y C Kim and C M Alexander).

The overall output of canonical and other responses depends upon the relative amount of receptors and ligands. Non-canonical and canonical pathways can inhibit each other, and even non-productive interactions (for example Wnt5A:Lrp6) can compete with normal signaling activities (for example, activation of the non-canonical target Rac1) [53], [54]. It is possible that Lrp5 binds Wnt5A during normal development (with no canonical signaling effect), but the absence of Lrp5 enhances the inhibitory effects of Wnt5A on ductal outgrowth (and more specifically, stem cell self-renewal).

Although the embryonic outgrowth of mammary rudiments is Wnt-dependent [15], [16], the phenotype of early mammary development of *Lrp5*−/− mice is only marginally affected. This suggests that only the adult somatic ductal stem cells require Lrp5, for either 1) stem cell specification during tree outgrowth, or 2) survival in adult glands. Prior modeling has predicted that if most cells in the mammary rudiment have at least 30 division cycles, there is a reserve of growth potential [55]. In fact, the challenge of development appears to be to control and attenuate the growth potential to enable functional differentiation. In other words, there is no need to invoke stem cells to explain the growth associated with ductal outgrowth, estrus cycling, or pregnancy. The *Lrp5* null mouse is an example of this, as is the *β1 integrin* null mouse [56], [57], [58]. Both these strains show approximately normal ductal extension, but neither ductal tree has significant regenerative capacity. Yet, we report that the stem cell-deficient gland is affected in a predictable way. When mammary epithelial cell populations are transferred to culture, there is increased expression of senescence-associated markers, such as p16^Ink4a^ and TAp63. (Our data suggests that senescence markers are transient *in vivo*, unless glands are actively growing; presumably cells are removed by apoptosis or autophagy). By separating the luminal and basal cells for independent culture, we show that the effect of the Lrp5 null mutation is evident not only in the basal cell population (where we would anticipate the effect of this mutation), but also in the luminal cells. We propose that this is consistent with the stem cell origin of this effect.

Cellular senescence is described as a natural mechanism of tumor suppression [59]. The mechanism of several tumor suppressors has been demonstrated to be the induction of senescence or apoptosis. More specifically, it has been proposed that tumor suppressors may act by reducing the stem/progenitor cell pool, since overexpression often leads to a reduction in the regenerative capacity of a tissue [59]. For example, the tumor suppressor, p16^Ink4a^, is thought to act this way. It is deleted or inactivated in numerous tumors, whereas overexpression results in senescence and an aged phenotype [60]. Indeed, ectopic p16^Ink4a^ expression has been shown to deplete stem cell activity in a number of tissues (brain, pancreas, and hematopoetic system) [61], [62].

Similar to p16^Ink4a^, p53, is also a widely recognized tumor suppressor, where loss of function mutations are associated with tumorigenesis and gain of function mutations result in aging and senescence [59]. p63 is a closely related family member to p53, yet very little is known about the function of this protein. It has been shown to be required for mammary gland development [63] and is frequently up-regulated (although, not mutated) in several epithelial cancers [38]. The TAp63 isoform has been shown to be pro-apoptotic [64] and can bind to p53 response elements, driving transcription of p53 target genes. The ΔNp63 isoform, however, acts as a dominant-negative competitor for TAp63 and p53 [65]. The ΔNp63 isoform is expressed at higher levels than TAp63 during development and at lower levels during differentiation [66], [67]. Consequently, it has been suggested that the ratio of ΔNp63 to TAp63 isoform expression may dictate whether a cell follows its normal differentiation program, becomes senescent, or undergoes oncogenic transformation [38]. It is, therefore, not surprising that ΔNp63 is the predominant isoform expressed in human breast cancers [38]. Interestingly, ΔNp63 has been shown to interact with and regulate the Wnt signaling pathway, promoting cell proliferation [68]. Thus, Wnt signaling through Lrp5 may regulate the proliferative potential of the basal mammary stem cell population by inhibiting senescence (as it does in various human cell lines *in vitro*, [69]). We conclude that profound differences in regenerative potential are not necessarily reflected at the gross level of epithelial organogenesis. Instead, there are changes in the predisposition of the cellular populations to senescence, and perhaps to growth stimuli and transforming events.

## Materials and Methods

### Mice and Materials

*C57Bl6 Lrp5* +/+, −/− [29], [70], *C57Bl6 MMTV-Wnt1* [71], *C57BL/6-Tg(CAG-EGFP)1Osb/J* (strain 003291, ubiquitous EGFP expression, driven by β-actin promoter) and *BALB/c* (Jackson Labs, Bar Harbor, ME) mice were bred and maintained in accordance with the guidelines set forth by the National Institutes of Health Guide for the Care and Use of Laboratory Animals, published by the U.S. Public Health Service. All experimental protocols were approved by the Institutional Animal Care and Use Committee at the University of Wisconsin-Madison. Fluorescent conjugated rat monoclonal antibodies against CD49f (GoH3), CD24 (M1/69), CD45 (30-F11), and CD31 (MEC 13.3) were purchased from BD Biosciences (San Jose, CA). Mouse anti-Lrp6 was generated as previously described [46] and Lrp5 (41–130) was purchased from Abnova (Taipei City, Taiwan). Mouse monoclonal antibodies against SMA (1A4), tubulin (JDR.3B8), and actin (AC-15) were purchased from Sigma Aldrich (St. Louis, MO). Rabbit anti-K5 was purchased from Covance (Madison, WI), rabbit-anti VWB was purchased from Dako (Glostrup, Denmark), and rat anti-K8 (Troma-I) was purchased from the Developmental Studies Hybridoma Bank (University of Iowa). All fluorescent conjugated secondary antibodies were purchased from Molecular Probes (Eugene, OR).

### MEC Isolation and Culture

MECs were prepared from mouse mammary glands as previously described [34], using reagents and protocol from Stem Cell Technologies (Vancouver, CA). Briefly, mammary glands were isolated from virgin or 14 day pregnant 12–14 week old *C57Bl6 Lrp5* +/+, −/−, *MMTV-Wnt1*, or *BALB/c* virgin mice. The mammary glands were cut into small pieces with fine scissors and digested for 6 hours, 37°C in Epicult-B supplemented with 5% fetal bovine serum, 300 U/mL collagenase and 100 U/mL hyaluronidase. The resulting mammary organoids were washed, counted, and frozen in DMEM containing 10% FBS and 10% DMSO until further use. Prior to cell culture, mammary organoids were reduced to single cells by digesting in consecutive one-minute incubations with trypsin and dispase. The cells were passed through a 70 µm mesh filter prior to seeding into Matrigel-coated plates [72]. Cells were maintained in either normal culture media (DMEM supplemented with 10% FBS, 10 µg/ml insulin, and 100 U/m Pennicillin/Streptomycin) or L-Cell (Con) or Wnt-3a (Wnt) conditioned media [73] diluted 50% with normal culture media.

### Northern Blotting

*Lrp5* +/+, +/−, and −/− embryos were isolated from approximately 18 day pregnant mice, flash frozen in liquid nitrogen, and transferred to RNAlater -ICE (Ambion, Foster City, CA) before RNA isolation. A similar strategy was used for isolated MECs and cell lines (RNAlater (Ambion)/RNeasy mini kit; Qiagen). NMuMG cells were cultured in DMEM supplemented with 10% FBS and 10 µg/mL insulin (Sigma). HC11 cells were cultured in RPMI 1640 supplemented with 10% FBS, 5 µg/mL insulin, and 10 ng/mL rEGF (R&D Systems, Minneapolis, MN). The preparation of Northern blots and probes is described in Methods S1.

### Western Blotting

Embryos isolated from 10–12 day pregnant *C57Bl6 Lrp5* +/+ or Lrp5 −/− mice were homogenized for 1 min/4°C in “Streuli” lysis buffer [74] using a Polytron homogenizer. Cultured cells were harvested by scraping into culture medium, centrifuged at 180×g for 5 min, resuspended in lysis buffer, and incubated for 30 minutes on ice. Fresh, purified mammary epithelial cells were quickly thawed, washed with culture media, resuspended in lysis buffer, and incubated for 30 min on ice. All lysates were cleared at 12,000×g for 30 min. Supernatants were removed and protein concentration determined (using Bradford reagent (Pierce, Rockford, IL)) and analyzed by SDS-PAGE and immunoblotting (as previously described [72]).

### Immuofluorescence

Mammary tissue sections were prepared from either virgin or 10–12 day pregnant, adult female *Lrp5* +/+ and *Lrp5* −/− mice. Virgin mammary glands were fixed overnight in 2% paraformaldehyde at 4°C, embedded in paraffin, and sectioned (8 µm). Tissues were deparaffinized, re-hydrated, and blocked with 10% non-immune goat serum for 1 h at room temperature. Pregnant mammary glands were frozen in OCT compound (Electron Microscopy Sciences, Hatfield, PA) prior to sectioning. Frozen sections were fixed in acetone for 20 min at room temperature prior to blocking with 10% non-immune goat serum for 1 h and overnight incubation with anti-Lrp5, K5, SMA, or K8 antibodies. Samples were incubated with anti-mouse IgG-Alexa 488 and anti-rabbit or rat IgG-Alexa 546 secondary antibodies for 2 h at room temperature. Nuclei were stained by incubation with ToPro3 (Molecular Probes) for 30 min prior to visualization using confocal microscopy (Radiance 2100, Biorad, Hercules, CA). For “cytosplats,” single cell suspensions of FACS sorted mammary epithelial cell populations were dried briefly onto microscope slides and fixed in ice-cold methanol and acetone for 4 and 2 minutes, respectively. Cell preparations were blocked in 10% non-immune goat serum and stained as above. The number of K5 and K8 positive cells were quantified by manual counting of at least 100 cells in three random fields per experimental sample.

### Flow Cytometry

Single cell suspensions of *BALB/c* mammary epithelial cells were prepared from frozen preparations of mammary organoids, as described above. The resulting single cell suspensions were stained with Lrp5 or Lrp6 in addition to fluorescent conjugated rat monoclonal antibodies to CD49f, CD24, CD45, and CD31 for 30 min on ice. The cells were washed and incubated with anti-mouse IgG-Alexa 405 for 30 min on ice, and analyzed on a FACSVantage cell sorter with DiVa software (Becton Dickson, Franklin Lakes, NJ). Live cells were discriminated by propidium iodide exclusion. CD45 and CD31 positive cells were excluded prior to gating of populations based on Lrp5 expression levels. For functional evaluation, cell populations which exhibited high, low, or negative Lrp5 staining, together with a CD24^+^CD49f^high^ (MRU) fraction for comparison, were sorted into pure fetal bovine serum, centrifuged at 700×g for 5 min, re-suspended in culture media containing 10% DMSO, and frozen in liquid nitrogen prior to transfer into recipient mice. To identify the population of Lrp5 high expressing cells that were not localized to the MRU sub-population, virgin *BALB/c* MECs were stained with anti-VWB in addition to CD49f and CD24.

### Microarray

MECs were isolated from 6 groups of *Lrp5*+/+ and 3 groups of *Lrp5*−/− mice, as described above. Each sample group comprised 5 mice each that spanned 12–16 weeks of age. Estrous staging was performed on the mice by vaginal cytological examination and mice belonging to different stages of the cycle were assigned to each group randomly. Total RNA was isolated from MECs using the Qiagen RNeasy kit (Qiagen), as described above. The isolated RNA was submitted to the Gene Expression Center, University of Wisconsin-Madison where a quality control test was performed on the RNA samples. RNA from each group was used for cDNA synthesis followed by labeling of the cDNA with Cy3. The labeled cDNA samples were submitted to NimbleGen and hybridized to Mus musculus 1-Plex arrays (Roche NimbleGen, A4543-00-01) that represent 42,586 mouse genes. The single color NimbleGen arrays were scanned with a GenePix 4000B microarray scanner. The data was extracted from scanned images using NimbleScan software and the Robust Multichip Average (RMA) algorithm used to generate gene expression values. The details of labeling, hybridization, scanning and normalization of the data are described in detail on the NimbleGen website (http://www.nimblegen.com). The normalized data was subsequently analyzed using GeneSifter, an online microarray data analysis system (http://www.genesifter.net). Heat maps were generated from pooled *Lrp5* +/+ and −/− samples. T-tests were used to determine the statistical significance between the two groups which was established at p<0.05.

### Quantitative RT-PCR

*Lrp5* +/+ and −/− MECs from 12–14 week old mice were cultured on matrigel-coated plates and treated with Wnt-3a (Wnt) or L Cell (Con) conditioned media for 16 h, 1, 2, or 3 days. Total RNA was isolated using the RNeasy Mini Kit (Qiagen) according to manufacturer instructions. cDNA was generated using a mix of oligo dT and random primers using QuantiTect Reverse Transcription Kit (Qiagen). cDNA (100 ng) was amplified by real time PCR using 5 µL SYBR Green qPCR SuperMix-UDG with Rox (Invitrogen) and 4 µL of forward and reverse primers (0.5 µM). The analysis was performed on each sample in triplicate with an ABI 7900-HT (Applied Biosystems, Foster City, CA). Relative transcript levels were calculated using the comparative Ct method and normalized to the previously characterized housekeeping genes, tata binding protein (*TBP*) and hypoxanthine-guanine phosphoribosyltransferase (*HPRT*) [75]. Primer sequences and additional methods are described in Methods S1.

### Mammary Reconstitution Assay

Mammary glands of 3-week old *BALB/c* virgin mice were cleared of endogenous epithelium as previously described [76]. Populations of mammary epithelial cells isolated by flow cytometry were quickly thawed, washed, counted, and re-suspended in DMEM containing 5 µg/mL Matrigel and loading dye (5% glycerol/0.5% trypan blue/25 mM HEPES pH 7.2). A 1 µL volume of cell suspension containing 50–50,000 cells was injected into each cleared fat pad of the recipient mice. The fat pads were removed 8 weeks following transplants, fixed in 2% PFA overnight at 4°C, stained with carmine alum, dehydrated in ethanol, and de-fatted in xylene. Outgrowths were subsequently identified using a light microscope, photographed, and the number of outgrowths quantified for each dose of cells transplanted.

### Estimation of Stem Cell Frequencies and Statistical Analyses

Stem cell frequencies were estimated using the limdil software for limiting dilution analysis (http://bioinf.wehi.edu.au/software/limdil). All other data were compared by either unpaired Student's T-test or Wilcoxon Sum Rank test, using Mstat 4.0 statistical software (Norman Drinkwater, McArdle Laboratory). Significance was established at p<0.05.

## Supporting Information

Figure S1 Evaluation of Antibody Specificity. To determine whether there is any cross-reactivity between the Lrp5 and Lrp6 antibodies, 293 cells were transfected with plasmids encoding Lrp5 or Lrp6. A) Western blot of transfected 293 cell lysates for Lrp5 and Lrp6. Actin was used as a loading control. B) Immunofluorescence of transfected 293 cells stained for either Lrp5 or Lrp6 (red). Nuclei were stained with ToPro3 (blue). C) FACS analysis of transfected 293 cells. Gates were set based on staining levels seen in the untransfected control samples. Scale bar = 50 µm.
(3.84 MB TIF)

Figure S2 Specificity of Lrp5 Antibody Staining of MECs by FACS. A) C57Bl6 Lrp5 +/+ MECs were isolated, reduced to single cell suspensions, and stained with anti-Lrp5, in addition to CD24 and CD49f (and Lin antisera) prior to FACS analysis. B) C57Bl6 Lrp5 −/− MECs were isolated and stained as described in A. Top Panels: gating strategy for exclusion of cell doublets, apoptotic (PI+), hematopoetic (CD45+), and endothelial (CD31+) cells. Bottom Panels: Gates were drawn for Lrp5 expression on the basis of the staining pattern for the Lrp5−/− MEC population. Lrp5 positive (blue) and Lrp5 negative (red) populations were overlaid on the CD24/CD49f staining profile.
(3.01 MB TIF)

Figure S3 Ductal Outgrowth of Lrp5 −/− MECs is Enhanced by the Presence of GFP Labeled Control Cells. MECs were isolated from C56Bl6 Lrp5 −/− and Actin-GFP mice (12–14 weeks old). They were counted and mixed in various proportions to total 10,000 cells, and then tested for their relative reconstitution activity after transfer into cleared fat pads of C57Bl6 Lrp5 +/+ mice. Outgrowths were analyzed for the presence of GFP positive cells, and subsequently Carmine stained. They are presented as % colonization of glands, and % of each outgrowth that is GFP+ (black = proportion of unlabeled cells; green = proportion of GFP+ cells).
(1.33 MB TIF)

Figure S4 The Ductal Stem Cell Deficiency Observed in Lrp5−/− Glands does Not Affect Ductal Integrity after Multiple Rounds of Parity. Control (A) and Lrp5−/− (B) glands were evaluated by whole mount staining, and show similar structure and fat pad colonization. Scale bar = 1 mm.
(3.89 MB TIF)

Figure S5 K5 mRNA Expression is Decreased in Lrp5 −/− MECs and Embryos. A) Quantification of K5 mRNA expression in uncultured Lrp5 +/+, −/−, and MMTV-Wnt1 MECs. B) Quantification of K8 mRNA expression in Lrp5 +/+, −/−, and MMTV-Wnt1 MECs. C) Quantification of K5 mRNA expression in E10-12 Lrp5 +/+, +/−, and −/− embryos. D) Quantification of K8 mRNA expression in E10-12 Lrp5 +/+, +/−, and −/− embryos. All data were normalized to the housekeeping genes TBP and HPRT.
(0.41 MB TIF)

Figure S6 Lrp5 −/− MECs are Depleted in Markers Expressed by MRUs. Representative heatmap and stastical analysis microarray of Lrp5 +/+ and −/− RNA samples. Genes previously characterized to be up-regulated in MRUs (Stingl et al, 2006) were compared for each sample using GeneSifter software. Data were compared by student's t-test, *p<0.05.
(0.96 MB TIF)

Figure S7 Cell Culture Does not Alter Lrp5/6 Expression. A) RNA from cultured Lrp5 +/+ and −/− MECs was isolated from cells daily, and quantitative RT-PCR was performed for Lrp5 (A) and Lrp6 (B). Expression levels were normalized for each sample using the housekeeping genes, TBP and HPRT.
(0.40 MB TIF)

Methods S1 (0.03 MB DOC)

# Supplementary material for: The Wnt Receptor, Lrp5, Is Expressed by Mouse Mammary Stem Cells and Is Required to Maintain the Basal Lineage
**Source:** PLoS One. 2009 Aug 12;4(8):e6594. doi: 10.1371/journal.pone.0006594
**Supplement:** Methods S1 — (0.03 MB DOC)

**Methods:**

***RT-PCR Primer Sequences-*** The 5’ to 3’ sequences of the primer pairs used are as follows:

TBP forward: AGAATAAGAGAGCCACGGAC

TBP reverse: CAACTTCTGCACAACTCTAGC

HPRT forward: TTATCAGACTGAAGAGCTACTGTAATG

HPRT reverse: TTACCAGTGTCAATTATATCTTCAACAATC

Axin2 forward: TTTGGCACAGCTAGAGGAAG

Axin2 reverse: TGGCTCTTTGTGATCTTCTGG

Gpr49 forward: CCTTCACAGCCTCAAAGTG

Gpr49 reverse: GCAGGGATTGAAGGCTTCTC

P16 forward: CCCAACGCCCCGAACT

P16 reverse : GCAGAAGAGCTGCTACGTGAA

Lrp5 forward: AAGCAACAGTGTGACTCCTTC

Lrp5 reverse: GGGAGAGGATGATACCAATGAC

Lrp6 forward : GGTCTCACCATCGACTATGC

Lrp6 reverse: AAGGATGAGGCAAGTCATCTG

***Northern Probes-*** To generate Northern probes, *LRP5* was excised from pCMV-Sport 6 with the restriction enzymes NotI, EcoRV, and XmnI (New England Biolabs). *LRP6* was excised from pYX-Asc with NotI. Both products were run on 1% agarose gels and purified with QIAquick Gel Extraction Kit (Qiagen). Probes were created using 50 ng of each gene as a template with the Strip-EZ DNA Kit (Ambion) according to the manufacturers instructions.

***Transfections-*** Plasmid DNA was isolated from the Mammalian Gene Collection clone #3154246 (Open BioSystems) and clone #6409058 (Invitrogen), using the QIAfilter Pasmid Maxi Kit (Qiagen) according to the manufacturers protocol. The *LRP5* gene, clone #3154246, in pCMV-Sport was ready for eukaryotic expression. However, the *LRP6* gene, clone #6409058, in pYX-Asc was excised from the original vector with the restriction enzyme NotI (New England Biolabs) and purified with QIAquick Gel Extraction Kit (Qiagen). A eukaryotic expression vector, pcDNA3, (Invitrogen), was linearized with NotI. The two were ligated at room temperature for 1 hour with T4 DNA Ligase (New England Biolabs) according to the manufacturer instructions. E. *coli* DH5a (Invitrogen) were transformed with 1 l of ligation mix. Ten colonies were prepped with QIAprep Spin Miniprep Kit (Qiagen) according to manufacturer instructions. A restriction digest with BamHI and HindIII (New England Biolabs) enzymes was used to screen for properly ligated clones. 293 cells were grown to near confluency in a 6 well plate and transfected with *LRP5* (Open Biosystems) and *LRP6* (Invitrogen) clones using Lipofectamine (Invitrogen) according to the manufacturer instructions. Briefly, 6, 4.5, 3, and 2 g of plasmid DNA were added to individual wells. For visual indication of successful transfection, 0.5 g of PcmmP eGFP DNA (Liu et all, 2003) was included in each well.

***FACS Staining/Analysis-*** Primary, uncultured MECs were isolated from 12 week old, virgin *C57Bl6* *Lrp5* +/+ and -/- mice. The MECs were reduced to single cell suspensions using reagents and protocol from Stem Cell Technologies prior to staining. The cells were stained with the following rat antibodies: CD24, CD49f, CD45, and CD31, in addition to Lrp5 and PI for live cell discrimination. PI positive, CD45+, and CD31+ cells were gated out prior to analysis of CD49f/CD24 profiles.

To determine Lrp5 and Lrp6 staining specificity by flow cytometry, 293 cells were transfected with plasmids encoding *Lrp5* or *Lrp6*. Following transfection, the cells were cultured for three days and removed from culture by incubating the cells approximately five minutes in PBS at 37 C. The cells were then fixed and permeabilized using a Cytofix/Cytoperm kit (BD Biosciences), according to manufacturer instructions. The cells were then stained for Lrp5 or Lrp6 by incubating with each respective antibody for 30 minutes on ice. The cells were then washed and incubated with goat-anti-mouse-Alexa 488 (Molecular Probes) for 30 minutes on ice. The cells were washed and analyzed using a FACSCalibur flow cytometer (Becton Dickson).

***Immunofluorescence-*** 293 cells were transfected with plasmids encoding *Lrp5* or *Lrp6* and cultured for approximately 3 days. The cells were then fixed in 4% paraformaldehyde for 30 minutes at room temperature. The cells were washed and permeabilized in 0.01% triton X for 15 minutes and blocked in 10% normal goat serum for 30 minutes. The cells were stained for Lrp5 or Lrp6 by incubating overnight at 4 C with primary antibodies. The cells were the stained with a goat anti-mouse-Alexa 546 (Molecular Probes) for two hours at room temperature prior to counter-staining with the nuclear dye, ToPro3 (Molecular Probes) for 30 minutes at room temperature. Images were taken at 200x, using a confocal microscope (BioRad).

***Western Blot Analysis-*** 293 cells were transfected with plasmids encoding *Lrp5*, *Lrp6*, or *GFP* and cultured for three days. The cells were removed from culture by scraping into culture medium and were centrifuged at 160 x g for 5 minutes. The pellets were resuspended in Streuli lysis buffer (50 mM Tris (pH 7.4), 150 mM NaCl, 2 mM EDTA, 1.5 mM Na3VO4, and 1% Triton X) and incubated for 30 minutes on ice. The lysates were centrifuged at 12,000 x g for 30 minutes. The supernatants were collected and protein concentrations estimated using Bradford reagent. Approximately 20 g protein were loaded per lane into 4-20% SDS gels (Pierce, Rockford, IL), electrophoresed, and transferred onto PDVF membranes (Millipore, Billerica, MA). The resulting blots were blocked for 1 hour at room temperature in 10% nonfat milk and probed for Lrp5 or Lrp6 by incubating with primary antibodies 2 hours at room temperature. The blots were washed and incubated with goat-anti-mouse-HRP secondary antibody for 1 hour at room temperature. The blots were incubated for one minute with ECL substrate (Pierce) and exposed to film for varying lengths of time. Actin was used as a loading control.

How the deposited data were processed for this re-analysis (not part of the article)

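Gene expression was measured in MECs of 12 to 16 week old Lrp5+/+ and Lrp5−/− mice. Each of 9 arrays, 6 Lrp5+/+ and 3 Lrp5−/−, held the RNA of 1 pool of 5 mice. The other experiments of the paper (flow cytometry, Western blots, quantitative PCR, cell culture and transplantation) were not analysed here.

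The authors labelled the cDNA with Cy3, hybridized it to single color NimbleGen arrays, extracted the scans with NimbleScan and computed gene expression values with RMA, which the submitters' processing notes name as well. RMA corrects the background, normalizes between arrays and combines the probes of a feature, which also narrows differences between arrays. The versions and settings are not given in the sources used here. The deposited value table holds intensities on a linear scale for 42586 features, and each of its columns, once sorted, lies within 0.14 of the mean of the sorted columns on the log2 scale. The deposited file of each array holds another intensity, the mean of the perfect-match probes of each feature before RMA, and was used only in 1 alternative. Before the data were examined the array files had been taken to hold the RMA values and the value table to be the alternative, and these roles were exchanged once the files were seen. The array files of Lrp5+/+ replicates 5 and 6 carried each other's array number and their values followed each other's column of the value table most closely. Both are Lrp5+/+ arrays of array set 2, so the exchange has no effect on a comparison of genotypes.

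Features carry an accession and coordinates on mm8. Gene symbols were updated with a RefSeq gene table, which held 38654 of the 42586 features, and the other 3932 kept the symbol of the files. A feature was tested on its own. Where a gene stands for its features in a list, it is represented by the feature with the highest mean log2 value over all arrays. Of 24331 gene symbols, 11000 had more than 1 feature.

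From the deposited RMA values, log2 values were taken with no added constant and no filter. The genotypes were compared with lmFit and eBayes of limma 3.58.1 in R 4.3.3, with no covariate, and p-values were adjusted by the Benjamini-Hochberg method over all features at 0.05. Exact permutation tests, two-sided, took the absolute difference in mean log2 value over 84 splits of the 9 arrays. Intensities are given as the mean ± SD of the linear values, and ratios as 2 to the power of the log2 fold change. Files were read with pandas 2.3.3 in Python 3.11.15 and the plot was drawn with matplotlib 3.10.9. The 23 gene lists (325 genes) of cell types and pathways, the comparisons and the alternatives were fixed before the data were examined, although the values printed in Fig. 6C had been seen. Lists were tested with camera of limma at a preset correlation of 0.01 and again with an estimated correlation, with p-values adjusted over the 23 lists.

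The genes named in the text were chosen by a rule fixed before the data were examined. It takes every gene that the paper names for mouse mammary cells, the genes with the largest change in either direction among features past the adjusted threshold whose Lrp5−/− values all lie outside the range of the Lrp5+/+ values, up to 4 members of each list with the smallest p, and the genes next to Lrp5 on its chromosome. Genes chosen after their values were seen are named as such.

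The procedure was tested on simulated data for the comparison of Lrp5−/− with Lrp5+/+ MECs over 42586 features. Of 100 features changed by 1 on the log2 scale it recovered 56%, and of 100 changed by 2 it recovered 94%, with 6 false calls. The basal list, lowered by 0.5, was found by camera with the preset correlation. The simulated features were independent of each other, while the basal list's estimated correlation in the data was 0.26. The simulation therefore does not show how camera performs on lists of correlated genes. Of the other 22 lists 2 also passed, 1 of which shares genes with the basal list. So a change of 1 on the log2 scale can be missed with 6 and 3 arrays.

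The alternatives were quantile normalization, centring each array on its median, log2(value + 50), the brighter features only, the array files with quantile normalization, eBayes with trend and robust, array weights, the methods' t-test on log2 and on linear values, the array set as a block, array set 1 only, replicate numbers as a block, leaving out each array in turn, an estimated correlation in camera, and the median of a gene's features in the lists. Chosen after seeing the data were the Lrp5+/+ arrays of set 2 as the only controls, a lymphocyte score (8 genes) as a covariate, and the methods' t-test within array set 1. For the lists other than the basal and luminal ones, every alternative was added after seeing the data, as was an estimated correlation under the other alternatives. Nothing was left out of the value table.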

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

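The tests weighed in this part were chosen only after the results they bear on were seen, apart from the test of genes near Lrp5, which was set before its result was seen.

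Outside the genes that the paper discusses, 12 features passed limma's adjusted threshold over all features. Pam, which encodes the enzyme that amidates peptide hormones, had a log2 fold change of −2.31 in Lrp5−/− against Lrp5+/+ MECs. Mme, which encodes the surface peptidase CD10 of basal cells, had one of −1.13 on NM_008604, while its brighter feature BC034092 had −0.49 (adjusted p = 0.31). Higher in Lrp5−/− MECs were Prune2 on both features (2.40 and 2.46), Krt4, a keratin of stratified epithelia (1.57), Pirt (1.65 and 1.55), the ion channel gene Asic2 (1.90 and 1.76), the phospholipase gene Pla2g5 (1.39), LOC381849 (1.17) and Padi2, which encodes an enzyme that turns arginine into citrulline in proteins (1.18). The Prune2 features (35.5 and 46.8 in Lrp5+/+ MECs) and LOC381849 (33.5) were dim in the Lrp5+/+ MECs, near the intensities of the milk genes Wap (30.83) and Lalba (35.27) there, so their fold changes are to be read as lower bounds. On every one of these features the 3 Lrp5−/− arrays lay outside the range of the 6 Lrp5+/+ arrays (exact permutation test, p = 0.012, the smallest possible). This is no separate support, since the features were picked by their difference on these same arrays. Taking array set 1 alone, Pam passed (adjusted p = 0.027) and the others did not. When any one array was left out, Pam, Krt4 and the Prune2 feature AK165582 still passed. The Prune2 feature BC095978 did not pass without Lrp5−/− replicate 1 or 2 (adjusted p = 0.082 and 0.079). The features of Pirt, Mme, Asic2, Pla2g5, LOC381849 and Padi2 did not pass without Lrp5−/− replicate 1 or 2 (adjusted p of 0.13 to 0.31), and most of them did not without Lrp5−/− replicate 3 or one of Lrp5+/+ replicates 2 to 6 (adjusted p of 0.055 to 0.13).

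The genotypes differed on 14 features over all arrays, both Lrp5 features among them. Of the 84 splits of the arrays into groups of 6 and 3, the real one included, 4 called at least as many, a share narrowly under 0.05. Since the 3 other splits called more than the real one, this share does not exclude chance for the features other than those of Lrp5. The highest other split, Lrp5+/+ replicates 1 and 6 with Lrp5−/− replicate 3, called 50, several times the real count. Splits that called 19 and 18 followed neither genotype nor array set. Lrp5+/+ replicate 1 was in the smaller group of each of these splits, so they share an array that differs from the others. Its limma array weight, 0.458, was the lowest, with 0.841 to 1.38 for the others. Without it 15 features were higher and 5 lower in Lrp5−/− MECs. Before RMA, the lowest intensity of any feature was 352 on Lrp5+/+ replicate 1 and 501 on Lrp5−/− replicate 2, against 125 to 263 on the others. The array weight of Lrp5−/− replicate 2 was 0.979. Whether these higher lowest intensities bear on the calls was not tested. In array set 1 alone 1 feature was called, and with the array set as a block 5 higher and 4 lower. Between the array sets among the Lrp5+/+ arrays limma called 0 features at the adjusted threshold (3789 at an unadjusted p under 0.05, against 4487 for the highest other split), the highest other split called 0, and all 10 of the 10 splits called as many, which are too few for a share under 0.05.

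Single Lrp5+/+ arrays lay far from the other 5 in 10 of the 99 groups of values examined, where chance gives about 1 in 20. The gap to the nearest array was 0.66 of the group's range for Lrp6 (BC060704), 0.79 and 0.83 for Krt8 (BC106154 and NM_031170) and 0.77 for Cpt1a, each time for Lrp5+/+ replicate 1. It was 0.70 for Trp63 (NM_011641), 0.68 for Pam and 0.71 for Lama1 in Lrp5+/+ replicate 4, 0.68 for Vim (NM_011701) in replicate 5 and 0.84 for Krt80 in replicate 3. For the hormone-sensing list, scored by the median deviation of its genes from their means, it was 0.66 in replicate 2.

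The basal features of Fig. 6C had a mean log2 fold change of −0.35 (standard error 0.18) in Lrp5−/− against Lrp5+/+ MECs. Within array set 1 the value was −0.53 (standard error 0.14, exact permutation p = 0.1), which a difference between the array sets alone would not give. The Lrp5+/+ arrays of set 2 were themselves at −0.36 (standard error 0.18) to those of set 1. Against these set 2 arrays the Lrp5−/− arrays were at −0.17 (standard error 0.19). The paper reported the features as lower from these same arrays, with ratios close to those of array set 1. The value in that set is therefore no separate support, and how far it rests on the choice of Lrp5+/+ arrays stays open. A lower share of epithelial cells in the Lrp5−/− pools is argued against by the luminal list, whose median log2 fold change was 0.12 (SD over genes 0.17). A lower share of basal cells, as the paper concludes from other measurements too, may lie behind these values, but it cannot be told apart from a lower expression of these genes, since the other 20 genes of the basal list had a median of −0.0445 with an SD of 0.32 over genes, from −0.71 to 0.39 (−0.19 within array set 1, SD 0.41). The effect of genotype on expression within basal cells was not tested.

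Lymphocyte genes had log2 fold changes above 0 in Lrp5−/− against Lrp5+/+ MECs, with a median of 1.54 for 4 T cell genes and 1.45 for 4 B cell genes, against 0.07 for 5 myeloid genes, but none of the 8 passed limma's threshold over all features (adjusted p of 0.25 to 0.53) or adjusted over the list alone (0.11 to 0.16), and the immune list that holds them passed camera with the preset correlation and not with an estimated one (adjusted p = 0.70). A share of lymphocytes that varies between the pools is a candidate explanation, and the T cell and B cell genes moved together over the 6 Lrp5+/+ arrays (Pearson r = 0.86, exact permutation p = 0.031, Spearman rho = 0.71, exact permutation p = 0.14), but without the 2 arrays farthest from the median r was 0.01, so the relation rests on those arrays and the explanation stays open. The mean of the 8 genes differed by 1.49 (standard error 0.73, exact permutation p = 0.083), by 0.88 within array set 1 (standard error 0.57) and by 2.09 against array set 2, so a difference between the array sets cannot be told apart from one between genotypes. The brightest of them on the arrays, Cd79a, had mean log2 values of 10.78 in Lrp5+/+ and 12.29 in Lrp5−/− MECs, and Cd3g had 10.22 and 11.60, while Cd52, another lymphocyte gene with a bright feature, had 10.58 and 10.76. Intensities of different features do not rank the abundance of their genes. The microarray methods name no sort that would remove blood cells, and the effect of genotype on lymphocytes in the gland was not tested.

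Genes with a small p often lay side by side in the genome. Among the 100 genes with the smallest p there were 22 neighbouring pairs within 1 Mb, against a median of 7 and a highest value of 16 in 1000 random draws of 100 genes (permutation of the genes, p = 0.001, the smallest that the draws can give). Of the 100, 2 lay within 20 Mb of Lrp5, and the median of the draws was 2. DNA of another strain that came with the targeted Lrp5 allele is therefore argued against as the cause of the pairs as a set. The count cannot tell whether such DNA changed single genes near Lrp5, since the draws placed as many there. For single genes this explanation stays open. Segments of immunoglobulin and T cell receptor genes lie side by side and are expressed by lymphocytes. Genes named as such segments made up 8 of the 100 (7 above 0 and 1, Ighv1-11, below). The named ones are argued against as the whole cause, since without them the 100 genes with the smallest p held 16 pairs. The draws had a median of 7 and a highest value of 15 (permutation, p = 0.001). Segments were found by symbol alone, so LOC667677, which lies between Trav7n-4 and Trav13n-3, was kept. Mrpplf3 and Prl2c2, whose features overlap, counted as a pair. Some of the other pairs are members of one gene family (Krt4 with Krt79, Padi2 with Padi4) and some are not (Pirt with Tmem238l, Cyb5d2 with Shpk), and shared regulation of neighbours, shared probe sequence within families and other explanations stay open, as none was tested.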

How the results depend on the processing

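Of the alternatives, those added after seeing the data were the Lrp5+/+ arrays of set 2 as the only controls, the lymphocyte score as a covariate, the methods' t-test within array set 1 and, for the lists other than the basal and luminal ones, every alternative, and where a cause is not named it was not tested. Krt5 kept its direction and stayed short of the adjusted threshold under every alternative (log2 fold change −0.80 to −0.37), and none of the 8 features of Fig. 6C passed over all features under any of them. Against 10 higher and 4 lower features, there were 18 higher with quantile normalization, 28 higher with log2(value + 50), 37 higher and 10 lower among the brighter features (21293 tested), 81 and 40 from the array files, 49 and 10 with trend and robust, 22 higher with array weights, 0 lower with the methods' t-test on linear values, 5 higher with the array set as a block, 0 and 1 in array set 1 only, 6 higher against array set 2, 3 higher with the lymphocyte score, and 0 and 0 with either t-test within array set 1. Leaving out 1 array gave 2 to 15 higher and 3 to 5 lower features. As all Lrp5−/− arrays are in array set 1, the set block gives the same log2 fold changes as array set 1 only. So do the replicate block and the log2 t-test in that set, and the linear t-test there compares the same arrays. These alternatives differ in their tests and are not separate checks of a direction or size. The log2 fold changes of Lrp5 no longer passed with the t-test on linear values (−2.56 and −2.49, adjusted p = 0.063 and 0.057), in array set 1 only (−2.56 and −2.50), or with the t-tests within array set 1 (−2.56 and −2.50 on log2, −2.57 and −2.48 on linear values), where fewer arrays were tested, and kept their direction and size.

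The replicate numbers 1 to 3 of the genotypes did not pair the arrays: deviations of arrays with the same number correlated at −0.14, −0.32 and −0.096, and no array correlated best with its own number. With the replicate block limma called 0 higher and 0 lower features, the Lrp5 features had log2 fold changes of −2.56 and −2.50 (adjusted p = 0.54 and 0.61), 2 features of Fig. 6C passed over that list alone, and the basal list had a median of −0.28 (adjusted p = 0.0028 from camera, adjusted p = 0.69 with an estimated correlation).

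Adjusted over the 8 features of Fig. 6C alone, 2 features were lower from the array files, with the array set as a block and with each t-test within array set 1, and 4 in array set 1 only; leaving out 1 array gave 0 to 5, the 5 without Lrp5+/+ replicate 4. The basal list passed camera's threshold with log2(value + 50) (median −0.11), from the array files (−0.081), with the array set as a block and in array set 1 only (−0.28), with the t-tests within array set 1 (−0.28 on log2 and −0.28 on linear values) and with the median of a gene's features (−0.0836); leaving out 1 array gave medians of −0.182 to 0.0204 (where camera kept a downward direction), the positive one without Lrp5−/− replicate 1. The luminal list passed with log2(value + 50) (0.12), from the array files (0.11), with the methods' t-test on log2 values (0.12) and on linear values (0.11), and within array set 1 by the t-tests (0.14 and 0.13); leaving out 1 array gave medians of 0.0794 to 0.134. Where limma's camera was run again with an estimated correlation, which was done for every alternative but the t-tests and chosen after seeing the data, none of these calls held (adjusted p of 0.43 to 0.80 for the basal list and 0.61 to 0.72 for the luminal list).

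Of the values of the other genes and lists, 1713 kept their direction and their side of the threshold, 154 no longer passed, 48 passed under an alternative alone and 117 changed sign. A change of sign within array set 1 is counted again under each alternative that compares the same arrays. Values near 0 changed sign under some alternatives, and for lists the sign is that of the median, a rule chosen after counts that also used camera's direction had been seen. The Wnt target list (0.00618) was at −0.0233 with quantile normalization, −0.0323 with median centring, −0.213 with the brighter features, −0.079 with the array files, −0.0407 with array weights, −0.029 with the t-test on linear values, −0.10 with the set block, set 1 only, the replicate block and the log2 t-test in set 1, −0.13 with set 2 controls, −0.201 with the lymphocyte score, −0.106 with the linear t-test in set 1 and −0.0855 to 0.00622 with 1 array left out. The milk and alveolar list (0.0103) was at −0.0281 with median centring, −0.0364 with the set block, set 1 only, the replicate block and the log2 t-test in set 1, −0.0354 with the lymphocyte score, −0.0387 with the linear t-test in set 1, −0.0259 with the median of a gene's features and −0.0187 to 0.0959 with 1 array left out. The reference gene list (0.00908) was at −0.0294 with median centring, −0.000305 with the set block, set 1 only, the replicate block and the log2 t-test in set 1, −0.0103 with the linear t-test in set 1 and −0.00579 to 0.0174 with 1 array left out. The proliferation list (0.0543) was at −0.0522 with the t-test on linear values, −0.47 with the set block, set 1 only, the replicate block and the log2 t-test in set 1, −0.689 with the lymphocyte score, −0.502 with the linear t-test in set 1 and −0.202 to 0.345 with 1 array left out. The cholesterol list (−0.0172) was at 0.00764 with the t-test on linear values and −0.175 to 0.0832 with 1 array left out. The fatty acid list (0.078) was at −0.0415 with the set block, set 1 only, the replicate block and the log2 t-test in set 1, −0.0714 with the lymphocyte score, −0.048 with the linear t-test in set 1 and −0.0227 with the median of a gene's features. The immediate early list (−0.066) was at 0.0501 with the set block, set 1 only, the replicate block and the log2 t-test in set 1, 0.0209 with the lymphocyte score and 0.048 with the linear t-test in set 1. The erythroid list (−0.15) was at 0.00017 with the set block, set 1 only, the replicate block and the log2 t-test in set 1 and 0.0156 with the linear t-test in set 1. Itgb1 (NM_010578) (−0.0519) was at 0.00629 with set 2 controls, 0.0244 with the lymphocyte score and −0.136 to 0.00694 with 1 array left out. The integrin list (−0.0305) was at 0.00629 with set 2 controls, 0.0244 with the lymphocyte score and −0.0711 to 0.00694 with 1 array left out. The Schwann cell list (0.0943) was at −0.00881 with the median of a gene's features and −0.00348 to 0.243 with 1 array left out. The MRU surface marker list (−0.0519) was at 0.00629 with set 2 controls, 0.237 with the lymphocyte score, 0.0060 with the linear t-test in set 1 and −0.136 to 0.143 with 1 array left out. Cd24a (NM_009846) (−0.0798) was at 0.237 with the lymphocyte score, 0.0060 with the linear t-test in set 1 and −0.196 to 0.143 with 1 array left out. The hormone-sensing list (0.145) was at −0.0471 to 0.174 with 1 array left out. Trp63 (BC092537) (−0.118) was at 0.11 with set 2 controls. The interferon list (−0.302) was at 0.0486 with set 2 controls. The immune list (0.947) was at −0.124 with the lymphocyte score. Axin2 (NM_015732) (0.0116) was at −0.0115 with quantile normalization, −0.0269 with median centring, −0.0555 with the array files, −0.0473 with the set block, set 1 only, the replicate block and the log2 t-test in set 1, −0.184 with the lymphocyte score, −0.0501 with the linear t-test in set 1 and −0.156 to 0.0974 with 1 array left out. Acta2 (BC064800) (0.0676) was at −0.0611 with the set block, set 1 only, the replicate block and the log2 t-test in set 1, −0.0164 with the lymphocyte score, −0.0531 with the linear t-test in set 1 and −0.0642 to 0.207 with 1 array left out. Cdkn2a (AK155307) (0.0246) was at −0.0139 with median centring, −0.00894 with log2(value + 50), −0.0253 with the array files, −0.0393 with array weights, −0.0998 with the t-test on linear values, −0.297 with set 2 controls and −0.236 to 0.323 with 1 array left out. Cdh3 (NM_007665) (−0.135) was at 0.0593 with set 2 controls and −0.329 to 0.103 with 1 array left out. Cdh3 (NM_001037809) (−0.206) was at 0.0613 with set 2 controls and −0.476 to 0.00804 with 1 array left out. Dim features are limited by the signal over background.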

Differences from the paper's values

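The alternatives in this part were set before the data were examined, apart from the methods' t-tests within array set 1, the Lrp5+/+ arrays of set 2 as the only controls and the lymphocyte score as a covariate, which were chosen after seeing the values. The ratios of the 8 features of Fig. 6C did not differ from the paper's by the criterion used (1.5 times and more than the replicate SD). This criterion is wide for ratios so near 1. Against the Lrp5+/+ arrays of set 2, Cdh3 (NM_001037809) had a ratio of 1.04 and Trp63 (BC092537) of 1.08. Both still lay within 1.5 times of the paper's 0.71 and 0.76, read by eye. The paper's ratio is 0.57 for K5 and 0.68 for p63, and those found here are 0.668 and 0.797 over all arrays. In array set 1 only, and with the array set or replicate number as a block, they were 0.575 and 0.684. These lie closer to the paper's, and which arrays each of its values rests on is not given in the sources used here.

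The unadjusted p-values differed for 7 of the 8 features. The paper's are from a t-test and those given here from limma over all arrays. For Krt14 (NM_016958) p was 0.055, and the paper's is about 0.12 in Fig. 6C, read by eye; it came within 1.5 times of the paper's in array set 1 only (0.091), with the array set as a block, with the replicate block, without Lrp5+/+ replicate 3 or 6 and without any one Lrp5−/− replicate, and not under the others of the alternatives set before the data were examined. For Krt14 (BC003325) p was 0.023, and the paper's is about 0.059 in Fig. 6C, read by eye; it came close with the methods' t-test on linear values (0.048), without Lrp5+/+ replicate 3 or 6 and without any one Lrp5−/− replicate, and not under the others so set. For Cdh3 (NM_007665) p was 0.55, and the paper's is about 0.20 in Fig. 6C, read by eye; it came close in array set 1 only (0.20), with the array set as a block, with the replicate block, from the array files and without Lrp5−/− replicate 3, and not under the others so set. For Cdh3 (NM_001037809) p was 0.44, and the paper's is about 0.14 in Fig. 6C, read by eye; it came close in array set 1 only (0.11), with the array set as a block, with the replicate block and without Lrp5−/− replicate 3, and not under the others so set. For Trp63 (BC092537) p was 0.52, and the paper's is about 0.020 in Fig. 6C, read by eye; no alternative so set came close, the lowest being the array set as a block (0.051). For Trp63 (NM_011641) p was 0.099, and the paper's is about 0.0060 in Fig. 6C, read by eye; it came close without Lrp5+/+ replicate 4 (0.0045) and not under the others so set. For Trp63 (BC090649) p was 0.029, and the paper's is about 0.0070 in Fig. 6C, read by eye; it came close from the array files (0.0080) and with the replicate block (0.0094), and not under the others so set. For Krt5 the p of 0.027 was within 1.5 times of the paper's, as it was with quantile normalization, median centring, log2(value + 50), the brighter features, and trend and robust, and not under the others so set, where it was 0.0066 to 0.15, with 0.051 and 0.058 from the methods' t-test on log2 and on linear values.

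The methods' t-test on linear values within array set 1, chosen after seeing the values, gave a p of 0.026 for Krt5, of 0.12 and 0.047 for Krt14, of 0.26 and 0.20 for Cdh3, and of 0.072, 0.0086 and 0.0037 for Trp63 (BC092537, NM_011641 and BC090649), all within 1.5 times of the paper's apart from BC092537 and BC090649, which drops 1 of the 4 features that the paper's p-values place under its threshold, BC092537, and adds Krt14 (BC003325). The methods' t-test on log2 values within array set 1, chosen after seeing the values, came as close for Krt14 (NM_016958, 0.10), Cdh3 (0.27 and 0.19) and Trp63 (0.0079 for NM_011641 and 0.0066 for BC090649), and not for Krt5 (0.037), Krt14 (BC003325, 0.032) and BC092537 (0.063), and it drops and adds the same features. The Lrp5+/+ arrays of set 2 as the only controls and the lymphocyte score as a covariate, chosen after seeing the values, came as close for the Krt14 features (0.10 and 0.078, and 0.11 and 0.077) and for no other, and each drops all 4 features that the paper places under its threshold.

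The paper states that K5 and p63 were significantly lower in Lrp5−/− MECs. Over all arrays here the unadjusted p was under the paper's threshold for Krt5 and 1 of the 3 Trp63 features by limma, for that Trp63 feature (BC090649, 0.048) and not Krt5 (0.051) by the methods' t-test on log2 values, and for neither by the t-test on linear values (0.053 and 0.058), and none of them passed after adjustment over all features (adjusted p = 0.36 for Krt5 and 0.37 to 0.85 for Trp63). Adjusted over the 8 features alone, Krt5 and the Trp63 features BC090649 and NM_011641 passed in array set 1 only (adjusted p = 0.035, 0.027 and 0.035), with Krt14 (BC003325, adjusted p = 0.036). The paper states that markers of MRUs were lower in Lrp5−/− MECs. Of the surface markers measured here, Cd24a and Itgb1 had log2 fold changes of −0.08 and −0.05 and the Itga6 features 0.22 and 0.39, and none passed, while the genes of Figure S6 were not used here.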

Other observations

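The lymphocyte score as a covariate, an estimated correlation under the other alternatives, the alternatives for the lists other than the basal and luminal ones, and the choice of the genes of stratified epithelia came after the data were seen.

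Some genes of stratified or cornified epithelia had small p-values and log2 fold changes above 0, as Krt4 and Padi2 did. They were picked after their values were seen, and no list of such genes was tested. Apart from Krt4 and Padi2, none of the genes named here passed limma's adjusted threshold over all features. Krt5, Krt14 and Krt17, which stratified epithelia express as well, lay below 0 (−0.58, −0.37 and −0.29 on their brightest features). Krt79 had a log2 fold change of 1.50 (standard error 0.22, adjusted p = 0.060), Krt6a and Krt6b, keratins of ductal progenitors and of stressed epidermis, had 1.04 and 1.05 (standard errors 0.18 and 0.17, adjusted p = 0.096 for both), and Krt80 had 0.92 (standard error 0.17, adjusted p = 0.11). Padi4 had 1.73 (adjusted p = 0.057), Psca, a surface protein gene of prostate and other epithelia, 1.91 (adjusted p = 0.096), and Mal, a membrane trafficking gene, 1.00 (adjusted p = 0.096). Each had higher values on all 3 Lrp5−/− arrays than on all 6 Lrp5+/+ arrays, and Psca was below the median of the arrays. Within array set 1 their log2 fold changes were 0.81 for Krt80 to 1.75 for Padi4, with adjusted p of 0.40 to 0.52.

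Genes of the stroma and of vessels lay below 0. All 13 fibroblast genes lay below 0, with a median of −0.22 (adjusted p = 0.00016 from camera, adjusted p = 0.70 with an estimated correlation), and of −0.12 without Lrp5−/− replicate 1, where the list did not pass (adjusted p = 0.077). Twist2, a transcription factor of fibroblasts, had a log2 fold change of −0.93 (standard error 0.23) and passed when adjusted over the list alone (adjusted p = 0.031), and Pdgfra had −0.52 (standard error 0.22). Among the endothelial genes the receptor genes Tek (−0.77, standard error 0.18), Flt1 (−0.42, standard error 0.12) and Robo4 (−0.55, standard error 0.17) passed when adjusted over the list alone. All 7 pericyte genes lay below 0, with a median of −0.36 (adjusted p = 0.0073 from camera, adjusted p = 0.38 with an estimated correlation), with Pdgfrb at −0.58 (standard error 0.19). None of these genes passed over all features. Within array set 1 the medians were −0.22 for fibroblasts, −0.21 for endothelium and −0.42 for pericytes. With the lymphocyte score as a covariate the medians were −0.0664, −0.345 and −0.279 (adjusted p = 0.25, 0.016 and 0.075 from camera, and 0.75, 0.61 and 0.61 with an estimated correlation), and among the brighter features the pericyte list did not pass (adjusted p = 0.052). The Vim features had −0.30 and −0.28. The hemoglobin genes Hba-a1 and Hbb-b1 had −1.09 and −1.33 (standard errors 0.39 and 0.46), and −0.60 and −0.71 within array set 1, while 3 of 6 erythroid genes lay below 0 (median −0.15, adjusted p = 0.305 from camera).

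Targets and components of Wnt signaling gave a mixed picture. Of 20 Wnt target genes 11 lay above 0 and 9 below, with a median of 0.01 (adjusted p = 0.31 from camera). Wif1, which encodes a secreted inhibitor that binds Wnt proteins, had a log2 fold change of −0.996 (standard error 0.20, adjusted p = 0.13) and passed when adjusted over the list alone (adjusted p = 0.0078). The transcription factor genes Lef1 (1.95, standard error 0.60) and Tcf7 (1.04, standard error 0.33), which lymphocytes express as well, did not pass either adjustment. Of 20 ligand and receptor genes 15 lay below 0 and 5 above (median −0.15, adjusted p = 0.22 from camera), with Wnt7b at 0.53 (standard error 0.14) and the receptor gene Fzd3 at −0.54 (standard error 0.16), neither past the adjusted threshold. The other Wnt7b feature, BC066003, had 0.37 (standard error 0.15).

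The paper measured Lrp6, Axin2 and p16Ink4a by quantitative PCR in other samples of MECs. Those for p16Ink4a were cultured, and the legend of Fig. 7, which shows Lrp6 and Axin2, states that all its samples were cultured. On the arrays the Lrp6 feature NM_008514 had a log2 fold change of 0.21 (standard error 0.17, adjusted p = 0.68 from limma) and BC060704 0.13 (standard error 0.25), Axin2 0.01 (standard error 0.18, adjusted p = 0.99), which was below 0 within array set 1 (−0.05), and Lgr5, called Gpr49 in the paper, −0.28 (standard error 0.19, adjusted p = 0.62). The Cdkn2a feature AK155307 had 0.02 (standard error 0.43, adjusted p = 0.99) at intensities of 71.64 and 66.85, below the median of the arrays, and −0.01 with log2(value + 50), and NM_009877 had −0.08 (standard error 0.19). Which transcripts of Cdkn2a these features measure was not examined, so they do not test the paper's result for p16Ink4a in cultured cells. Of 18 genes of senescence and the p53 pathway 11 lay below 0 (median −0.11, adjusted p = 0.21 from camera).

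The remaining lists did not pass camera's adjusted threshold over all arrays. Their medians and adjusted p were 0.15 and 0.305 for hormone-sensing cells, 0.01 and 0.88 for milk and alveolar genes, 0.05 and 0.87 for proliferation, −0.02 and 0.96 for cholesterol synthesis, 0.08 and 0.96 for fatty acid synthesis, −0.30 and 0.22 for the interferon response, −0.07 and 0.093 for immediate early genes, 0.01 and 0.87 for reference genes, −0.15 and 0.22 for adipocytes, 0.10 and 0.26 for skeletal muscle, 0.09 and 0.31 for Schwann cells and −0.05 and 0.87 for the MRU surface markers. Camera's direction was opposite in sign to the median for the lists of Wnt targets, cholesterol synthesis, fatty acid synthesis and MRU surface markers, as for integrins, and opposite to the mean for Wnt targets and integrins. The median of the proliferation list was −0.47 within array set 1 (adjusted p = 0.0054 from camera, adjusted p = 0.71 with an estimated correlation) and 0.65 against array set 2 (adjusted p = 0.00016 and 0.60), so its direction depends on the Lrp5+/+ arrays used. The interferon list passed within array set 1 (median −0.47, adjusted p = 0.00092 from camera, adjusted p = 0.66 with an estimated correlation), while its median against array set 2 was 0.05. The immediate early list passed without Lrp5+/+ replicate 2 or 3 or Lrp5−/− replicate 1 (adjusted p of 0.012 to 0.037 from camera), and against array set 2 (median −0.30, adjusted p = 0.00016 from camera), but in none of these with an estimated correlation (adjusted p of 0.56 to 0.82), and its median was 0.05 within array set 1. The skeletal muscle list passed within array set 1 (median 0.26, adjusted p = 0.037 from camera) and with the replicate block (0.032), the erythroid list against array set 2 (median −0.40, adjusted p = 0.04), the senescence list with the median of a gene's features (median −0.14, adjusted p = 0.044), and the hormone-sensing list with the methods' t-tests within array set 1 (adjusted p = 0.048 and 0.037). The interferon list passed as well with the array set or replicate number as a block, with the methods' t-tests within array set 1, without Lrp5+/+ replicate 6 (adjusted p = 0.049) and with the median of a gene's features (0.044), and the immediate early list with log2(value + 50) (0.045), array weights (0.027) and the median of a gene's features (0.011). No list passed with an estimated correlation over all arrays or under any alternative for which one was estimated, that is all but the t-tests. In the cholesterol list Dhcr7, a sterol reductase gene, passed when adjusted over the list alone (1.47, standard error 0.26, adjusted p = 0.0031), as did Mal in the Schwann cell list and Tnni2 in the muscle list (0.90).

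Next to Lrp5 on chromosome 19, 16 genes were measured, with log2 fold changes from −0.53 (Acy3) to 0.36 (Cpt1a). None passed limma's adjusted threshold, and 2, Acy3 and Cpt1a, had an unadjusted p under 0.05.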
